# Genome-Wide Identification of KANADI1 Target Genes 

**DOI:** 10.1371/journal.pone.0077341

**Published:** 2013-10-14

**Authors:** Paz Merelo, Yakun Xie, Lucas Brand, Felix Ott, Detlef Weigel, John L. Bowman, Marcus G. Heisler, Stephan Wenkel

## Abstract

Plant organ development and polarity establishment is mediated by the action of several transcription factors. Among these, the KANADI (KAN) subclade of the GARP protein family plays important roles in polarity-associated processes during embryo, shoot and root patterning. In this study, we have identified a set of potential direct target genes of KAN1 through a combination of chromatin immunoprecipitation/DNA sequencing (ChIP-Seq) and genome-wide transcriptional profiling using tiling arrays. Target genes are over-represented for genes involved in the regulation of organ development as well as in the response to auxin. KAN1 affects directly the expression of several genes previously shown to be important in the establishment of polarity during lateral organ and vascular tissue development. We also show that KAN1 controls through its target genes auxin effects on organ development at different levels: transport and its regulation, and signaling. In addition, KAN1 regulates genes involved in the response to abscisic acid, jasmonic acid, brassinosteroids, ethylene, cytokinins and gibberellins. The role of KAN1 in organ polarity is antagonized by HD-ZIPIII transcription factors, including REVOLUTA (REV). A comparison of their target genes reveals that the REV/KAN1 module acts in organ patterning through opposite regulation of shared targets. Evidence of mutual repression between closely related family members is also shown.

## Introduction

Plants achieve their final shoot architecture through the proper positioning of lateral organs such as leaves and flowers. In part this is mediated by the polar transport of the plant hormone auxin to specific locations, which then triggers organ initiation at these sites. The subsequent differentiation of organ progenitor cells into more specialized cell types results in highly organized tissues made up of many distinct cell types. The KAN subclade of the GARP family of transcription factors, as well as the set of class III homeodomain leucine zipper (HD-ZIPIII) transcription factors, play important roles in polarity-associated patterning processes. These transcription factors are key determinants in embryo, shoot and root patterning and during vegetative growth regulate several organ polarity processes [1-15]. In particular, during leaf development these two gene families have been shown to act antagonistically to maintain a stable abaxial/adaxial boundary (the boundary between the lower and upper side of the leaf) that is necessary for proper leaf blade growth. Here, the four members of the KAN group (*KAN1-4*) are required for abaxial cell fate, whereas the HD-ZIPIII genes, including *PHABULOSA* (*PHB*), *PHAVOLUTA* (*PHV*) and *REV*, promote adaxial cell identity in organ primordia [1,3,4,7,12-14]. 

Genetic studies have identified additional regulatory factors specifying the abaxial/adaxial sides of the leaf. The *ASYMMETRIC LEAVES2* (*AS2*) gene, a LOB domain–containing plant-specific protein, and the *ASYMMETRIC LEAVES1* (*AS1*) gene, a MYB domain transcription factor, are involved in the development of a symmetrical expanded lamina, and act to promote adaxial (upper leaf) fate in this regulatory network [16-18]. On the opposite side, members of the YABBY (YAB) gene family, such as *FILAMENTOUS FLOWER* (*FIL*), *YAB3*, *YAB5* and *YAB2*, and two *AUXIN RESPONSE FACTOR* genes (ETTIN (ETT)/*ARF3* and *ARF4*), specify abaxial (lower leaf) cell fate [19-23]. In addition to this set of transcription factors, small RNAs have also been found to play crucial roles in the establishment of organ polarity. *HD-ZIPIII* factors are targeted by *microRNAs 165/166*, which therefore act as abaxial determinants [24-27]. The *ARF3* and *ARF4* genes are controlled by the ta-siRNAs *ta-siR2141* and *ta-siR2142* (also referred as *ta-siR-ARFs*), thus implicating *tasiR-ARFs* as important adaxial regulators [27,28]. 

Genetic analysis indicates that some of these genes act antagonistically: loss-of-function mutations in genes promoting adaxial development typically produce an abaxialized phenotype that is accompanied by the expanded expression of abaxial genes, whereas loss-of-function mutations in abaxial genes produce an adaxialized phenotype that correlates with the expanded expression of adaxial genes. Transgenes or mutations that cause ectopic expression of these genes, usually lead to phenotypes opposite to that of the loss-of-function mutations. The antagonistic relationship between the adaxial and abaxial transcription factors could be mediated by direct cross regulation of each other's expression, or alternatively but not mutually exclusively, via opposite effects on common downstream targets of biochemical processes, both of which have been postulated [7,10,29-31]. One strategy to understand how transcription factors mediate their developmental functions is to identify the genes they directly regulate. In this study, we focus mainly on identifying KAN1 targets and, in addition, define potential shared targets between the abaxial factor KAN1 and the adaxial-fate promoting factor REV. 

Up to now, only a small number of REV and KAN1 target genes have been reported. For instance, the *LITTLE ZIPPER* (*ZPR*) genes have been proposed as direct REV targets since they are transcriptionally up-regulated by REV and other HD-ZIPIII transcription factors. Furthermore, ZPR proteins interact with and repress HD-ZIPIII activity, forming a negative feedback loop [32,33]. Recently, we demonstrated that REV acts upstream of several class II HD-ZIP transcription factors (*HAT2*, *HAT3*, *ATHB2/HAT4* and *ATHB4*) involved in shade signaling and leaf development [29,34], and the auxin biosynthetic enzymes TAA1 and YUCCA5 (YUC5). Expression of *HAT2*, *TAA1* and *YUC5* is reduced significantly by dexamethasone (DEX) in inducible KAN1 overexpression lines (*35S::FLAG-GR-KAN1*), indicating that at least one way to establish the leaf adaxial-abaxial pattern by the REV/KAN module is through the opposite regulation of shared target genes [29]. In addition, KAN activity has been proposed to negatively regulate PIN expression, and hence auxin movement, based on the ectopic expression of PIN1 in *kan* loss-of-function alleles, and the rapid down-regulation of *PIN1* expression in response to induction of ectopic KAN1 activity [7,10]. It is not known whether KAN regulation is direct or indirect, but also suggests opposing actions of KAN and HD-ZIPIII on regulation of auxin biology. The adaxial factor *AS2* is the best characterized target gene of KAN1, which represses the transcription of *AS2* in abaxial tissue [17,18,31]. Mutation of a single nucleotide in a KAN1 binding site in the *AS2* promoter causes ectopic *AS2* expression in the abaxial domain, resulting in an adaxial phenotype. Furthermore, it has been shown that the abaxial expression of *KAN1* is mediated directly by AS2 [31]. Based on these results, it has been proposed that KAN1 acts as a transcriptional repressor, and that mutual repression between KAN1 and AS2 contributes to the proper establishment of abaxial/adaxial polarity in plants.

Here, we provide a set of potential target genes of the KAN1 transcription factor identified through a combination of chromatin immunoprecipitation/deep sequencing (ChIP-Seq) and genome-wide transcriptional profiling using tiling arrays. Our dataset shows a strong over-representation of genes involved in the regulation of organ development as well as in the response to hormonal stimuli. In addition, the *cis*-element ‘VGAATAW’ has been identified to be enriched in the ChIP-seq dataset providing the first information about the KAN1-binding site. This *cis*-element is also present in the promoter of the KAN1 target gene *AS2* and it has been shown to be recognized by KAN1 [31], validating our ChIP-seq analysis. Finally, the identification of genes potentially dually regulated by the REV/KAN1 module enables future elucidation of different genetic networks underlying the action of these antagonistic factors. 

## Materials and Methods

### Plant material and treatments

For efficient chromatin immunoprecipitation, transgenic *35S::FLAG-GR-KAN1* plants were used [29]. The glucocorticoid receptor (GR) was cloned in frame with the FLAG epitope in the pJAN33 vector using the KpnI restriction site [35]. Therefore, these transgenic plants can be treated with dexamethasone (DEX), inducing the transition of the chimeric FLAG-GR-KAN1 protein from the cytoplasm to the nucleus, where it can bind to DNA to regulate its downstream targets. In order to achieve equal distribution and uptake of DEX, *35S:FLAG-GR-KAN1* plants were grown in liquid culture for 10 days and induced with 25µM DEX for 45 minutes prior to chromatin-immunoprecipitation. As a control, we used wild type Columbia (Col-0) plants.

### ChIP-sequencing and ChIP analysis

Chromatin extraction and immunoprecipitation (ChIP) were carried out as described by Brandt et al. (2012) [29]. In total, we constructed one control library (Col-0) and two ChIP-Seq libraries for *35S:FLAG-GR-KAN1* using the Illumina® TruSeq® ChIP Sample Preparation Kit, according to the manufacturer’s protocol. For library preparation indexing adapters were ligated to the ends of the DNA fragments (AR003 for Col-0 library and AR011 and AR027 for *35S:FLAG-GR-KAN1* libraries). Indexed libraries were subsequently subjected to deep sequencing using the Illumina HiSeq instrument. The Illumina sequencing and data analysis were performed as described by Yant and colleagues (2010) [36], with the exception that the number of duplicate sequence reads was heuristically reduced prior to further analysis. This ChIP-Seq experiment resulted in the identification of 17402 positions in the *Arabidopsis* genome being enriched in *35S::FLAG-GR-KAN1* plants compared with Col-0 plants. ChIP-Seq raw data obtained in this study are available at the Gene Expression Omnibus database under series accession number GSE48081.

### Tiling arrays

To examine genome-wide effects of high levels of KAN1 activity, we used ubiqutious expression of a steroid-dependent KAN1 variant, *35S:KAN1-GR* [25]. KAN1 protein activity was induced by growing plants on 0.5x MS plates and submerging seedlings in 10 µM dexamethasone 21-acetate solution for 5 minutes. RNA was collected at three time points: 0 minutes (pre-induction) and 80, and 160 minutes post-induction. A total of 20-30 µg total RNA per sample using the RNeasy® Plant mini Kit (Qiagen, Valencia, CA, USA) was converted into a labeled probe for hybridization to *Arabidopsis* Tiling 1.0 Arrays (Affymetrix) at the Australian Genome Research Facility (The Walter and Eliza Hall Institute of Medical Research, Melbourne, Australia). The results were then calibrated and pooled per time point (2-3 biological replicates per time point) according to the tiling 1.0 array manual, and the resulting .chp files where loaded versus control into the Integrated Genome Browser (version 6.7) software for analyses [37]. The transcriptional changes from baseline were graphically assessed using selected threshold values and candidates with consistent up/down regulation along the full ORF/length of the predicted expressed sequence were identified. 

### Semi-quantitative PCRs (sqPCR) and quantitative real-time PCRs (qPCRs)

To test the *35S:KAN1-GR* line used for the tiling array experiment, *AS2* and cyclophilin were assessed as positive and negative controls, respectively, by sqPCR.

RNA was extracted from 15 day old seedlings grown on MS medium and after 80 minutes of dexamethasone treatment using the RNeasy® Plant mini Kit (Qiagen, Valencia, CA, USA). 1 µg of purified RNA was treated with DNAse RQ1 (Promega, Madison, WI, USA) and reverse transcribed using PrimeScript^TM^ Reverse Transcriptase (TaKaRa Biotech) for sqPCR. The sqPCR was performed with three biological replicates and visualized on 1.5% agarose gels using electrophoresis [10].

To analyze the gene expression of *ATHB8*, RNA was isolated from 10 day old Col-0 and transgenic *35S:FLAG-GR-KAN1* seedlings after 4 hours of DEX induction. Glyceraldehyde 3-phosphate dehydrogenase (GADPH) was used as a reference gene to evaluate the amounts of mRNA (Figure S2). Real-time PCR experiments were performed as described by Brandt et al. (2012) [29]. 

## Results

### Identification of direct KAN1 target genes using ChIP-Seq

To better understand processes downstream of KAN1 action, we constructed transgenic plants over-expressing KAN1 fused to the rat glucocorticoid receptor carrying an additional FLAG-epitope (*35S:FLAG-GR-KAN1*). After growing these plants on soil until the first true leaves were visible, the plants were sprayed once a day for one week with 25µM DEX solution. This treatment resulted in the development of partially abaxialized leaves with drastically reduced petioles (Figure 1A), whereas untreated control plants showed no mutant phenotype. In order to achieve equal distribution and uptake of DEX, *35S:FLAG-GR-KAN1* plants were grown in liquid culture for 10 days and induced with 25µM DEX for 45 minutes prior to chromatin-immunoprecipitation. As a control, we isolated chromatin from Col-0 wild-type plants. One Illumina control library and two ChIP-Seq libraries for *35S:FLAG-GR-KAN1* were sequenced. After filtering for read quality, sequencing reads were mapped to the *Arabidopsis* genome (TAIR10), resulting in the identification of 17402 peaks that were enriched in two independent ChIP-Seq experiments over the control sample. 

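The deposited data are a table of called regions with the reads of 4 libraries, 2 from dexamethasone-induced 35S:FLAG-GR-KAN1 plants precipitated through the FLAG epitope and 2 control libraries. Dexamethasone lets the fusion with the glucocorticoid receptor enter the nucleus. The plants had been grown for 10 days in liquid culture and induced with 25 µM for 45 min. The sample labels list 2 control libraries and describe their antibody as input, whereas the paper describes 1 control library made from Col-0 chromatin. The authors called regions on the mapped reads, reduced duplicate reads, and deposited for each region the reads of every library, a false discovery rate for each replicate and a rank over both replicates. The reads are estimated counts, not scaled between libraries, and 733 regions hold a fractional value in ChIP replicate 1. The table holds 22109 regions, of which 22103 lie on the 5 chromosomes and 6 on the mitochondrial sequence, and their median size is 250 bp. Over all regions, ChIP replicate 1 had 2084091 reads, ChIP replicate 2 1037288, control 1 663580 and control 2 13462. These sums cover the called regions only, so the full depth of each library is unknown. Control 2 had no reads in 13929 regions, and the control was taken as the sum of both control libraries, a choice made after the table was seen. The enrichment of a region is the ratio of ChIP reads to these control reads, computed for each ChIP replicate, and both ratios share the same denominator. The ChIP reads of the 2 replicates, on the log2 scale, had a Pearson correlation of 0.940 and a Spearman correlation of 0.945 across regions, which are not independent replicates. Their reads differed by more than the sampling noise, with a chi-square of 1.65 per degree of freedom. In the authors' deposited table, 16773 regions had a false discovery rate of at most 0.05 in replicate 1 and 1311 in replicate 2.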

We subsequently limited our analysis to peaks showing at least three-fold enrichment. This dataset contains 4183 KAN1 bound regions. 

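The mean of the 2 replicate ratios was at least 3 in 4166 regions on the chromosomes. Their median mean ratio was 4.07, with a median of 5.47 in replicate 1 and 2.71 in replicate 2. The ratios are not scaled for depth, so the SD of a region's 2 ratios includes the difference in depth between the replicates. The ratio reached 3 in both replicates in 1629 regions, and in 3529 after the replicates were scaled to the same total reads over all regions. The median size of the 4166 regions was 354 bp. In the authors' deposited table, 4166 of these regions had a false discovery rate of at most 0.05 in replicate 1 and 1239 in replicate 2. The alternative that moved the count most in fold required that rate in both replicates as well, which left 1239 regions.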

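The VGAATAW sequence (V is A, C or G and W is A or T) was searched for on both strands of the reference genome. Of the 4166 regions with at least 3-fold enrichment, 2907 (69.8%) held at least 1 site. Of the 8332 windows of the same size that start 1000 bp beyond each end of a region, 35.9% held a site. The odds ratio was 4.13 (two-sided Fisher's exact test, p = 1.02e-285, 1.33e-284 after Benjamini-Hochberg adjustment over the 13 tests made). Regions whose ratio reached 3 in both replicates held a site in 76.3% of cases. The alternative that moved the odds ratio most was the use of all called regions, with 2.67. The overlapping genes and the nearest genes on both sides of the regions listed in Dataset S1 came to 3149 genes.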

From a MEME-ChIP analysis (http://www.meme.sdsc.org) a VGAATAW motif was identified in 1802 of the 4183 regions (Figure 1B), corresponding to 3151 genes potentially regulated by KAN1 (see Dataset S1). These loci were equally distributed over the five *Arabidopsis* chromosomes, with a lack of enriched peaks in the centromeric regions (Figure 1C). 

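Regions with at least 3-fold enrichment numbered 1181 on chromosome 1, 672 on chromosome 2, 777 on chromosome 3, 620 on chromosome 4 and 916 on chromosome 5. This corresponds to 38.8 regions per Mb on chromosome 1 and to between 33.1 and 34.1 per Mb on the others. The counts departed from chromosome length (chi-square test, 17.7, p = 0.00139, adjusted p = 0.00226). The chi-square was 3.15 over the 1630 regions that pass without replicate 1 and 24.6 over the 7019 that pass without replicate 2. The regions listed in Dataset S1 ranged from 13.9 to 16.1 per Mb and did not depart from it (chi-square test, p = 0.175). In 1-Mb windows the number of regions followed the number of annotated genes (Spearman's rho 0.681 and Pearson's r 0.788 over 116 windows, permutation p = 1e-05 for each, the smallest that 100000 resamples can give, adjusted p = 1.86e-05 for rho). The 12 windows with the fewest genes held 28 regions, a mean of 2.33 per window against a median of 35.5 over all windows. Positions of the centromeres were not used here.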

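Each region was paired with its overlapping genes and its nearest gene on either side, as annotated in the deposited table, with the distance measured from the centre of the region. The 4166 regions with at least 3-fold enrichment gave 8855 pairs. The region lay within 1 kb upstream of the gene in 21.8% of pairs and within 1 kb downstream in 12.5%. With the gene models of the reference, 18.9% of pairs lay within 1 kb upstream, against 9.00% ± 0.286 (SD over 1000 random placements on the same chromosomes; n = 4166 regions, two-sided p = 0.002, the smallest the placements can give, adjusted p = 0.00289). The downstream share was 11.8%, against 8.92% ± 0.271 (SD; n = 4166 regions, p = 0.002 from the same placements). Over all 22103 called regions on the chromosomes, the shares were 16.8% upstream and 12.7% downstream. The downstream excess is therefore not particular to regions with at least 3-fold enrichment, and most of the upstream excess is shared by all called regions. With each region's nearest edge in place of its centre, the upstream share in the deposited annotation was 25.4%.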

A further analysis of the distribution of the peaks relative to the gene models revealed that the majority of binding sites were located within 1.0 kb upstream of the transcriptional start site (about 24%) or 1.0 kb downstream of the coding region (about 11%). Peaks were underrepresented in gene coding regions (Figure 1D).

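The midpoint lay in coding sequence in 1.08% of the regions with at least 3-fold enrichment, against 28.3% ± 0.689 (SD) over 1000 random placements. Introns held 4.42% of midpoints against 15.3% ± 0.556 at random. Untranslated or non-coding exons held 15.5% against 10.7% ± 0.495, and intergenic sequence 79.0% against 45.7% ± 0.775. Each share lay outside all the random placements (n = 4166 regions, p = 0.002, the smallest they can give). Of all 22103 called regions on the chromosomes, 4.75% had their midpoint in coding sequence and 63.5% in intergenic sequence. Much of the contrast with random positions is thus shared by all called regions. Of the pairs in the deposited annotation, 5.65% had the region overlapping the gene.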

**Figure 1:**
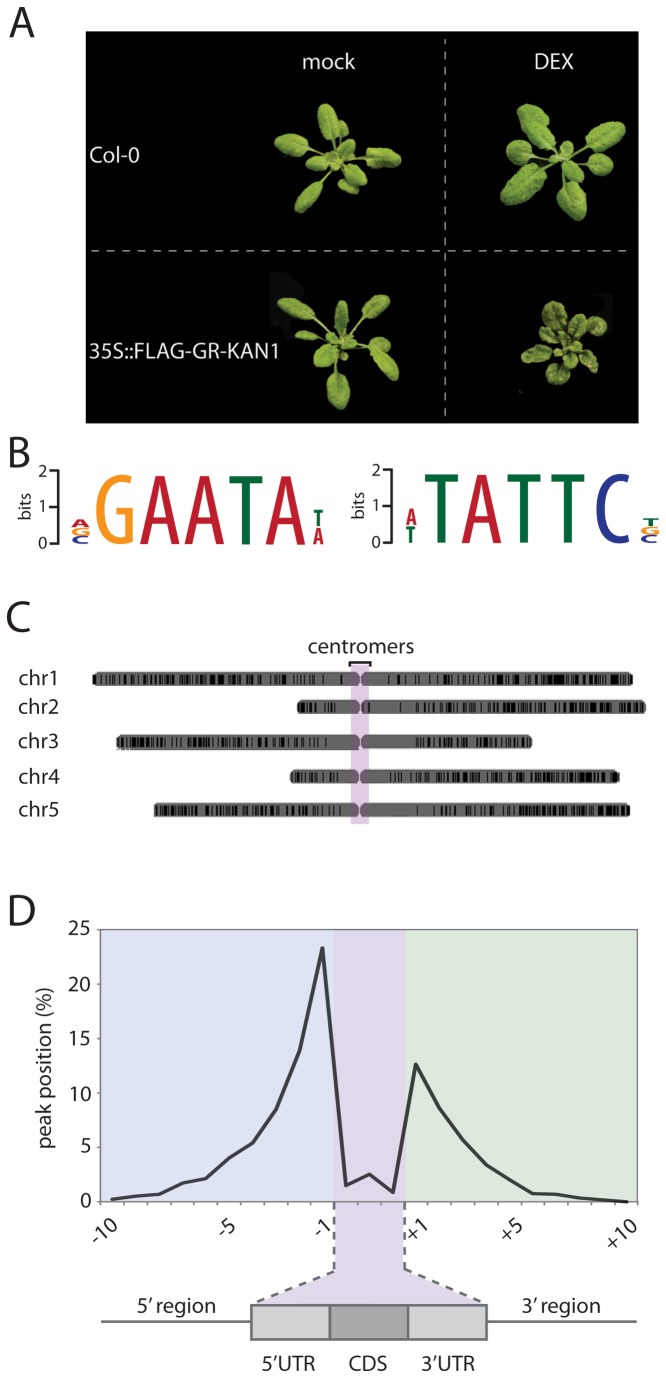
Identification of KAN1 target genes. **A**) Constructing an inducible KAN1 expression system. **B**) Sequence logos for the *cis*-element, forward and reverse orientation, enriched in the ChIP-Seq dataset **C**) Distribution of KAN1 binding sites across the five *Arabidopsis* chromosomes. **D**) Location of peaks identified by ChIP-Seq. About 25% of all peaks are located in the first 1000bp upstream of the transcriptional start site.

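For the regions listed in Dataset S1, the deposited annotation gave 3840 pairs of region and gene. Of these, 22.9% had the region within 1 kb upstream of the gene, 12.1% within 1 kb downstream and 5.81% overlapping it.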

Next we examined whether our identified binding site is consistent with previous findings. The recently identified *as2-5d* mutation carries a G to A change in the promoter of *AS2*, causing ectopic *AS2* expression due to uncoupling from KAN1 regulation [31]. 

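AS2 (AT1G65620) lies on the plus strand of chromosome 1 of TAIR10 from 24398143 to 24400989. The region from 24396825 to 24397302, centred 1079 bp upstream of AS2 as annotated in the deposited table, had a ratio of 6.22 ± 2.88 (SD, n = 2). The region from 24401236 to 24401551, 424 bp downstream, had a ratio of 4.06 ± 2.38 (SD, n = 2). A region inside the gene, from 24398479 to 24398955, had a ratio of 3.63 ± 2.11 (SD, n = 2). A further region from 24394105 to 24394455, 3863 bp upstream, had a ratio of 4.24 ± 2.68 (SD, n = 2). In each replicate the region 1079 bp upstream had the highest of these ratios, 8.26 in replicate 1 and 4.19 in replicate 2, against at most 6.14 and 2.37 in the others. With 2 replicates this was not tested.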

Our analysis revealed enrichment at three positions in the *AS2* promoter region previously identified to be recognized by KAN1. The sequence underlying the peak in the 5’ UTR of *AS2* contains the VGAATAW motif, with the G being exchanged for A in *as2-5d* (Figure 2A). This finding supports the idea that the 1802 binding regions containing the VGAATAW motif are recognized by KAN1 and represent genuine binding regions. 

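The region inside AS2 held 2 overlapping VGAATAW sites on the plus strand, AGAATAA from 24398661 to 24398667 and AGAATAA from 24398667 to 24398673. Both lie in an untranslated or non-coding exon of the reference annotation. The surrounding sequence is CTAGACAAAAAGAATAAGAATAAAAAG. The stretch AAAAAGAATAAGAATA drawn in Fig. 2A lies at 24398657 to 24398672. The region had 287 reads in ChIP replicate 1, 120 in ChIP replicate 2 and 56 in the controls together.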

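Within the regions with at least 3-fold enrichment, 3332 of 5063 VGAATAW sites (65.8%) had their centre closer to the region's midpoint than to either end (exact two-sided binomial test against an even spread, p = 7.06e-114, adjusted p = 4.59e-113). In windows of 300 bp at the midpoint, 72.6% of the 1041 regions with the highest mean ratio held a site, against 60.3% of the 1041 with the lowest (odds ratio 1.74, two-sided Fisher's exact test, p = 3.47e-09, adjusted p = 9.01e-09). From the site in the AS2 5′ UTR and the base exchanged there in as2-5d, the paper proposes that the regions containing the motif are recognized by KAN1.

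**Figure D1:**
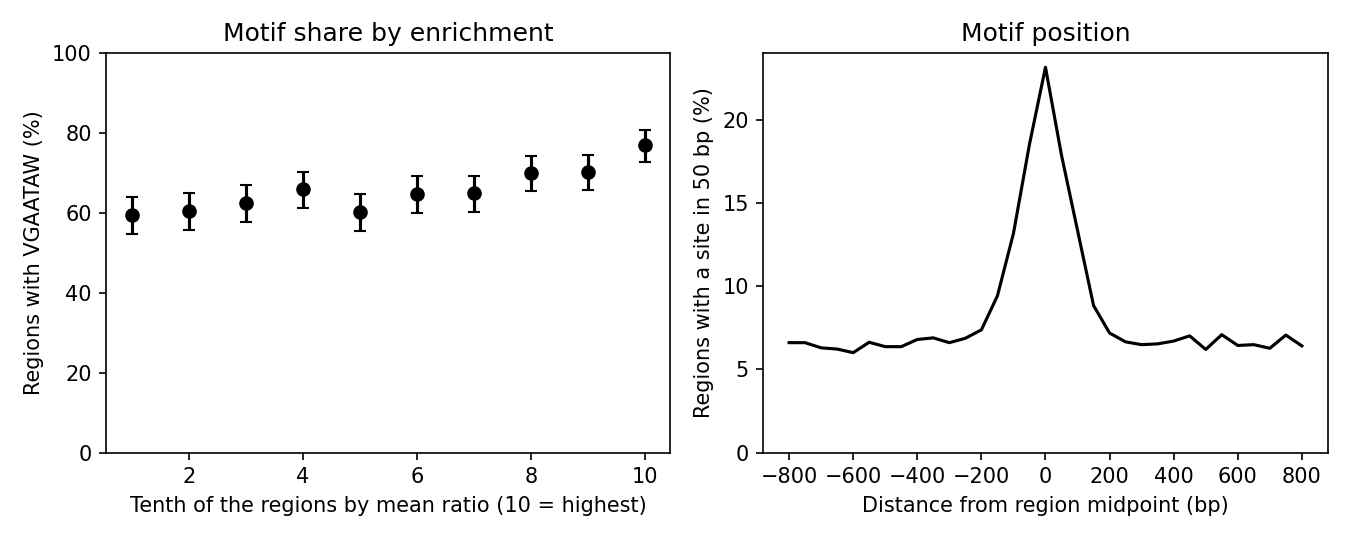
Left, share (%) of regions with a VGAATAW site in the 300 bp at the midpoint, for the 4166 regions ordered by mean ratio and split into 10 groups of 416 or 417, with 95% Wilson intervals, which cover counting error only; the share is 59.5% in the lowest group and 76.9% in the highest. Right, share (%) of these regions with a site in a 50-bp window, by the window's distance (bp) from the midpoint; it is 23.1% at the midpoint and 6.41% at 800 bp.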

Regions for which we can detect enrichment in our ChIP-Seq dataset which do not contain the VGAATAW motif might represent regions where KAN1 is associated to, maybe in complex with other DNA-binding proteins.

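No VGAATAW site was found in 1259 of the regions with at least 3-fold enrichment. A gene of the down-regulated list lay beside 14.7% of them, and beside 15.9% of the 2907 regions with a site (odds ratio 1.09, two-sided Fisher's exact test, p = 0.352). Regions listed in Dataset S1 lay beside such a gene in 285 of 1794 cases, and the other regions in 361 of 2372 (odds ratio 1.05, two-sided Fisher's exact test, p = 0.574, adjusted p = 0.622). Neither difference was detectable over both replicates. Without replicate 2, which leaves 1 ChIP replicate and more regions outside Dataset S1, the second comparison gave 286 of 1800 against 625 of 5219, a larger difference (odds ratio 1.39).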

**Figure 2:**
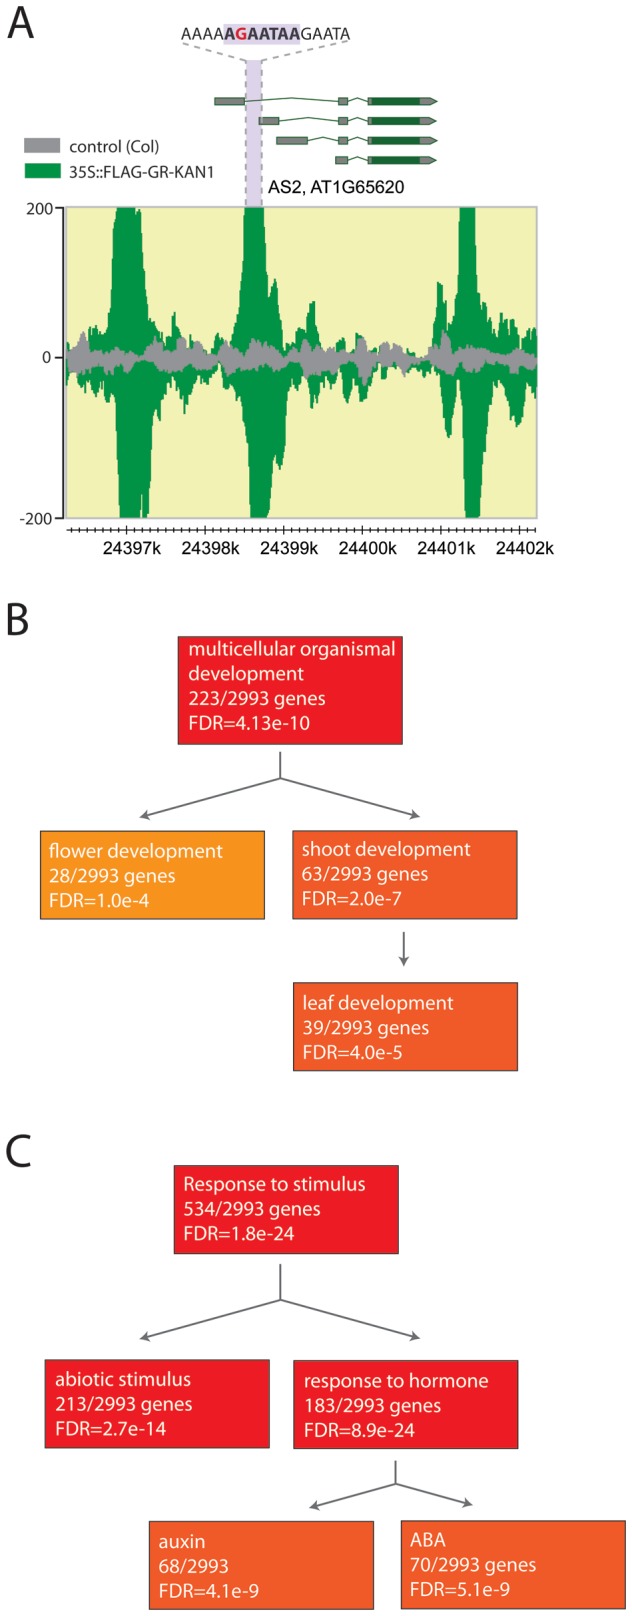
Gene-ontology analysis of KAN1 targets. **A**) KAN1 binds to the *ASYMMETRIC* *LEAVES2* (AS2) promoter. Three distinct binding regions were identified but only the second peak contains the VGAATAW motif. The guanine depicted in red is mutated to adenine in the *as2-5d* mutant. **B**) and **C**) Enrichment of GO terms identified in the set of genes located downstream of the KAN1-binding site. Over-representation of genes involved in multicellular organismal development and in the response to stimuli targeted by KAN1.

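The region 1079 bp upstream of AS2 held no VGAATAW site. The region downstream of the gene held 1 site, GGAATAT from 24401357 to 24401363, in intergenic sequence. The region 3863 bp upstream held 1 site on the minus strand, AGAATAA from 24394326 to 24394332, in an intron of the reference annotation.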

Taken together, we have developed an inducible system for KAN1 expression and used it to identify KAN1 binding sites across the *Arabidopsis* genome. Furthermore, we identified a *cis*-regulatory motif common to many of these targets that may represent a sequence directly recognized by KAN1.

### Promoters bound by KAN1

Having identified 1802 binding regions, we were interested in investigating whether genes encoding proteins with specific functions are enriched in this dataset. We therefore performed gene ontology studies using the Agrigo tool (http:// bioinfo.cau.edu.cn/agriGO/‎). This analysis revealed that genes with a function in multicellular organismal development are strongly over-represented in our dataset with further enrichment in the sub-categories flower development and shoot/leaf patterning (Figure 2B). Since KAN1 is a major patterning factor and our target gene analysis revealed an enrichment of other genes involved in patterning, this dataset contains genes with a high probability to be regulated by KAN1 (Dataset S2). In addition to genes with a role in development, we also identified genes whose products have known roles in responding to stimuli (Figure 2C). 

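The organ development list of Dataset S2 names 135 genes, all of them beside a region listed in Dataset S1. These genes lay beside 168 such regions, whose mean ratio had a median of 4.13 and ranged from 3.00 to 10.5. The enrichment of functional categories was not analysed here.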

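Dataset S2 lists 64 auxin genes and 69 abscisic acid genes. Of the auxin genes, 63 lay beside a region listed in Dataset S1, with 73 regions and a median mean ratio of 4.06. All 69 abscisic acid genes did, with 93 regions and a median mean ratio of 3.91.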

Of the hormonal signaling pathways, enrichment is found for genes involved in auxin and abscisic acid signaling supporting previous findings [30].

### Identification of genes transcriptionally regulated by KAN1

Having identified putative promoter regions bound by KAN1 using ChIP-seq, we next attempted to identify genes that respond transcriptionally to KAN1 activity. To this end, we utilized a line harboring a transgene resulting in widespread expression of a hormone inducible KAN1 protein, *35S:KAN1-GR* [6]. When seeds homozygous for the *35S:KAN1-GR* transgene were germinated in the presence of dexamethasone both shoot and root meristems were arrested, no leaf primordia were produced, and seedlings die a few weeks post germination, mimicking the phenotype of *35S:KAN1* plants [3]. As positive and negative controls we followed the expression of *AS2* and cyclophilin, respectively. When assayed 80 minutes after dexamethasone treatment, expression of *AS2* was reduced in hormone treated plants relative to controls, whereas cyclophilin expression was unchanged [10]. We next assayed genome-wide gene expression levels at two time points (80 minutes and 160 minutes) post-induction and identified 500 genes and 9 unannotated genomic regions in which gene expression was down-regulated at least at one of the time points (Dataset S3). In most instances down-regulation was observed at both time points, with 43 genes down-regulated only at 160 minutes and 4 genes down-regulated only at 80 minutes. Of the down-regulated genes, 42 are known to have a role in auxin biology (Dataset S4), including auxin transport or its regulation (*PIN1*, *PIN3*, *PIN4*, *PIN7*, *AUX1*, *PGP4*, *PGP19*, *PID*, *BIG*), auxin response (*IAA2*, *IAA3*, *IAA13*, *IAA14*, *IAA16*, *ARF4*, *ARF19*, *HAT2*), and auxin regulated genes (11 SAUR and 3 GH3 genes). Also down-regulated were 102 genes implicated in transcriptional regulation (Dataset S5), including some previously implicated in regulation of leaf polarity (e.g. *PHB*, *YABBY5*, *ARF4*). Some examples of each of these classes are shown in Figure S1. In contrast, up-regulation was detected at only 30 genes and 1 un-annotated region (Dataset S6). Since most potential target genes exhibited down-regulation, and KAN1 has been shown to interact with TOPLESS [38], a transcriptional co-repressor, we next identified genes that were both down-regulated and possessed local KAN1 binding sites.

### A set of putative KAN1 target genes identified through ChIP-seq are also transcriptionally regulated by KAN1

Among the 3151 putative KAN1 target genes selected from the ChIP-seq data analysis, a set of 211 genes was also regulated by KAN1 at 80 and/or 160 minutes post-induction (Figure 3A and Dataset S7) in the tiling array experiments. In addition, gene ontology classification of these ChIP-seq/tiling array overlapping genes revealed again a strong over-representation of genes involved in multicellular organismal development and response to stimulus, with a significant enrichment of genes involved in shoot development and auxin response, respectively (Figure 3B). 

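The list of down-regulated genes in Dataset S3 holds 497 gene identifiers, of which 494 are in the reference annotation. Of these, 210 (42.5%) overlapped or neighboured a region listed in Dataset S1, against 7.68% of the other annotated genes (odds ratio 8.89, two-sided Fisher's exact test, p = 1.96e-97, adjusted p = 8.49e-97). Of the alternatives set before the data were examined, the background of the 22970 genes that the deposited table names moved the odds ratio most, to 5.59. Grouping genes by the length of intergenic space around them, a separate test, gave 5.45 (Mantel-Haenszel). In 1000 random draws of as many regions from all called regions, a mean of 117.8 down-regulated genes were beside a drawn region and the highest draw gave 148 (n = 494 genes, two-sided p = 0.002, the smallest the draws can give). Regions of at least 3-fold enrichment beside a down-regulated gene had a median log2 mean ratio of 2.21, against 1.99 for the others (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.86e-05).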

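PHB (AT2G34710), on the minus strand of chromosome 2 from 14639323 to 14644355, had a region from 14644946 to 14645476, 937 bp upstream, with a ratio of 7.07 ± 4.12 (SD, n = 2). ATHB8 (AT4G32880), on the minus strand of chromosome 4 from 15863339 to 15868650, had a region from 15862715 to 15863068, 560 bp downstream, with a ratio of 4.88 ± 1.98 (SD, n = 2). MIR166F (AT5G43603), on the plus strand of chromosome 5 from 17516301 to 17516405, had a region from 17515459 to 17515840, 658 bp upstream, with a ratio of 3.26 ± 0.769 (SD, n = 2), or 2.86 with 10 reads added to ChIP and control. In each of these regions replicate 1 had the higher ratio.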

Interestingly, among 19 genes related to organ development and shoot patterning (Table 1), four genes were previously shown to be important factors in the genetic network controlling organ patterning: *PHABULOSA* (*PHB*) and *ATHB8* (see also Figure S2), two class III HD-ZIP genes involved in the control of adaxial cell identity [1] and provascular patterning [1,39], respectively, *MIR166F*, which targets several *HD-ZIPIII* family members including *PHV*, *PHB*, *REV*, *ATHB-8* and *ATHB-15* [1,24,40], and *PIN-FORMED 1* (*PIN1*), an auxin efflux carrier required for organ formation and positioning [41-43]. Moreover, several genes such as *LONGIFOLIA 1* (*LNG1*) and *LNG2* [44], the BEL1-like homeodomain protein SAW2 [45], associated with leaf shape establishment, the receptor-like kinase PXY/TDR (PHLOEM INTERCALATED WITH XYLEM/TDIF RECEPTOR), involved in the proliferation of procambial cells as well as in the maintenance of polarity during vascular tissue development [46,47] , *NPY3*, *NPY5* (*naked pins in yuc mutants*) and the *PINOID* homolog *WAG2*, related to auxin-mediated organogenesis [48], were identified in both studies. 

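The region inside LNG1 (AT5G15580), chromosome 5 from 5072347 to 5072580, had a ratio of 6.65 ± 5.73 (SD, n = 2), and that of LNG2 (AT3G02170), chromosome 3 from 403552 to 403917, a ratio of 4.08 ± 1.69. SAW2 (AT2G23760) had a ratio of 5.50 ± 2.34 at 10113481 to 10113819 on chromosome 2 and of 4.59 ± 1.97 at 10105023 to 10105402. The region inside PXY (AT5G61480), chromosome 5 from 24724876 to 24725185, had a ratio of 4.04 ± 2.12. Each of these regions held at least 1 VGAATAW site.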

Additional genes with a role in general aspects of shoot growth and development are listed in the Table 1.

**Figure 3:**
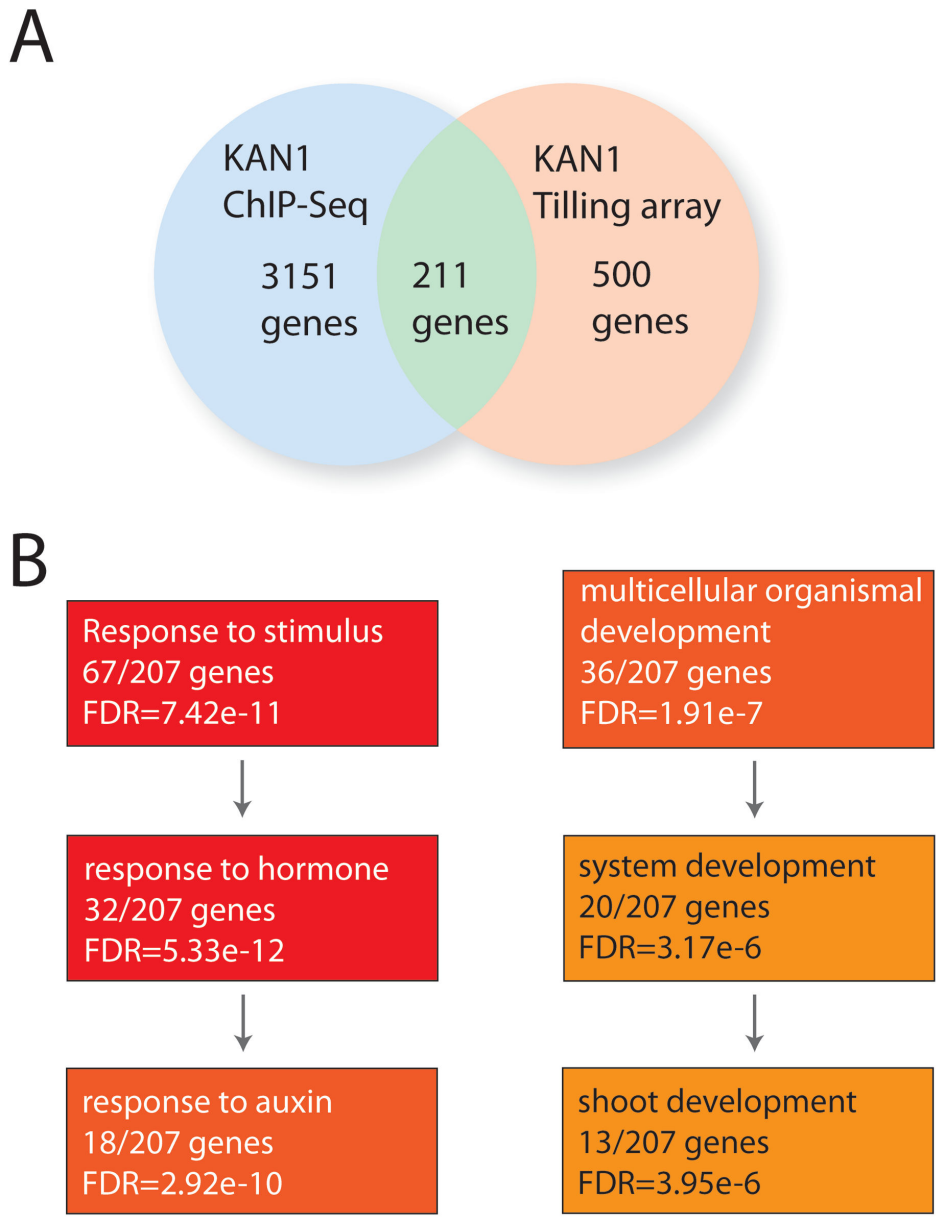
Genome-wide comparison of genes bound and regulated by KAN1. **A**) Venn-diagram showing numbers of genes bound by KAN1 and regulated by KAN1. The overlap contains 211 genes that are both bound and also regulated by KAN1. **B**) Gene ontology analysis of 211 potential direct KAN1 targets reveals a strong enrichment for genes involved in shoot patterning and the auxin response. Tables 1 and 2 contain these genes including the binding site information.

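Tables 1 and 2 correspond to 35 and 28 regions of the deposited table, beside 23 and 22 genes. In Table 1 the ratio ranged from 3.80 to 12.8 in replicate 1 and from 2.00 to 6.11 in replicate 2. In Table 2 it ranged from 3.88 to 11.3 and from 1.31 to 5.43. The ratio of replicate 2 reached 3 in 16 regions of Table 1 and in 13 of Table 2.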

**Table 1:** Potential KAN1 target genes with a role in organ or shoot development.

		**ChIP-seq data**							**Tiling array data**	
**AGI**	**Gene Symbol**	**ORP-rank**	**Distance**	**Location**	**Enrichment replicate 1**	**Enrichment replicate 2**	**FDR replicate 1**	**FDR replicate 2**	**80 min**	**160 min**	
AT1G13245	RTFL17	4140	2414	DOWN	4,3	2,7	8,20E-04	3,93E-04	yes	yes	
AT1G13260	RAV1	1215	519	DOWN	5,5	2,7	2,66E-39	2,20E-23	yes	yes	
AT1G13260	RAV1	1003	9835	UP	7,8	3,4	6,93E-49	1,03E-23			
AT1G13260	RAV1	882	6034	UP	5,1	2,8	1,54E-43	1,79E-33			
AT1G27320	AHK3	5004	630	DOWN	4,3	2,1	8,20E-04	1,29E+02	yes	yes	
AT1G56010	NAC1	7940	1500	UP	4,1	2,0	2,30E+04	1,80E+07	yes	yes	
AT1G73590	PIN1	1344	1049	DOWN	6,9	3,6	3,37E-34	8,69E-23	-	yes	
AT1G78240	TSD2	3471	2653	UP	5,0	2,5	2,67E-11	4,39E-04	yes	yes	
AT1G78240	TSD2	6421	3459	UP	6,0	2,0	4,37E-03	1,80E+07			
AT1G78240	TSD2	866	5964	UP	12,8	6,1	3,27E-49	1,04E-29			
AT1G78240	TSD2	3094	7048	UP	6,7	2,6	1,98E-19	1,28E-02			
AT2G23760	SAW2	1267	436	UP	7,2	3,8	9,78E-36	5,35E-25	-	yes	
AT2G23760	SAW2	1145	2496	DOWN	6,0	3,2	7,38E-38	5,57E-27			
AT2G31070	TCP10	344	76	UP	8,0	4,3	6,40E-73	1,79E-54	yes	yes	
AT2G34710	PHB	231	937	UP	10,2	4,2	1,91E-106	2,01E-52	yes	yes	
AT3G14370	WAG2	3554	1208	UP	7,9	3,5	1,08E-12	1,58E-02	yes	yes	
AT5G60970	TCP5	1164	2282	DOWN	7,3	4,4	1,15E-32	4,35E-30	yes	yes	
AT5G60970	TCP5	1019	3044	DOWN	7,8	4,9	2,90E-34	6,91E-34			
AT5G43603	MIR166F	2366	658	UP	3,8	2,7	2,25E-12	6,47E-18	yes	yes	
AT5G61480	PXY	2404		in CDS	5,7	2,6	5,67E-22	7,40E-09	-	yes	
AT5G67440	NPY3	434	413	UP	6,4	3,5	2,32E-65	1,24E-49	yes	yes	
AT5G67440	NPY3	1623	184	DOWN	5,5	2,5	1,19E-32	2,38E-16			
AT4G37590	NPY5	979	1452	UP	9,9	5,0	2,37E-43	3,80E-29	yes	yes	
AT3G02170	LNG2	3204	3955	UP	5,3	2,9	3,08E-11	6,67E-07	yes	yes	
AT5G15580	LNG1	4944		in CDS	10,7	2,6	1,57E-12	3,27E+06	yes	yes	
AT5G61960	AML1	2123	2369	UP	5,6	1,4	3,33E-34	4,59E-06	yes	yes	
AT5G61960	AML1	2265		in CDS	6,8	3,1	5,15E-23	3,05E-10			
AT4G32880	ATHB8	1402	561	UP	1,8	6,5	1,69E-30	3,33E-23	yes	yes	
AT2G46685	MIR166A	4624	3218	UP	2,3	4,8	4,90E-07	1,49E+02	-	-	
AT1G65620	AS2	1750		in CDS	2,4	5,1	1,50E-34	6,53E-12	-	-	
AT1G65620	AS2	2506	424	DOWN	2,4	5,9	1,72E-23	2,74E-06	-	-	
AT5G16560	KAN1	1996	173	UP	1,8	4,5	2,88E-21	5,12E-16	-	-	
AT5G16560	KAN1	2689	707	UP	2,6	9,3	8,92E-23	1,02E-04	-	-	
AT5G16560	KAN1	2930	5046	UP	2,9	7,8	8,53E-23	4,06E-03	-	-	
AT1G32240	KAN2	468	4442	DOWN	8,8	5	4,95E-61	4,17E-50	-	-	

Notes: By analyzing the ChIP-seq and the tiling array datasets and based on gene ontology (GO) analysis and literature contrast, we identified 23 genes involved in multicellular organismal development and shoot development. These genes are listed with the AGI (Arabidopsis Genome Initiative) gene code, the Gene Symbol, the ORP-rank, the distance from the binding site to the CDS, the location (UP=upstream of a gene, DOWN=downstream of a gene, in CDS), the enrichment of ChIP-seq replicates 1 and 2 (ratio of number of reads for a binding site in KAN1+DEX versus Col0+DEX), the false discovery rate (FDR) of ChIP-seq replicates 1 and 2, and the down-regulation at 80 and/or 160 min after KANADI1 activity induction (yes=the entire length of the predicted transcript was down-regulated; - no significant down-regulation).

Out of 211 genes identified as putative KAN1 targets by both the ChIP-seq and the tiling array approaches, 21 are involved in auxin response. 

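The auxin list of Dataset S4 holds 41 gene identifiers. Of these, 21 (51.2%) lay beside a region listed in Dataset S1, against 189 of the 456 other down-regulated genes (41.4%). The difference was not detectable (odds ratio 1.48, two-sided Fisher's exact test, p = 0.250, adjusted p = 0.295). Of the 101 genes on the list of transcriptional regulators, 53 (52.5%) lay beside such a region, against 39.6% of the other down-regulated genes (odds ratio 1.68, two-sided Fisher's exact test, p = 0.0239, adjusted p = 0.0310). Restricted to genes that overlap a region or lie within 3 kb of it, this odds ratio was 1.36 (Fisher's exact test, p = 0.204).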

Table 2 shows a set of KAN1 target genes encoding proteins involved in auxin signaling as well as in auxin transport. This set of genes includes several early auxin-regulated genes with a role in auxin signaling pathways such as two *Aux/IAA* genes (*IAA2* and *IAA13*), which encode short-lived transcription factors that function as repressors of auxin response genes [49], three *GH3* genes (*DFL1*, *DFL2* and *WES1*), encoding acyl adenylate–forming isozymes that covalently modify indole-3-acetic acid (IAA) [50], and three *SAUR-like* genes (*AT1G19840*, *AT1G75590* and *AT2G21210*), which encode short-lived nuclear proteins involved in auxin signaling by interacting with calmodulin [51,52]. Furthermore, an *AUXIN RESPONSE FACTOR* gene, *ARF4*, was identified in both experiments while *ARF3/ETT* was identified only in our ChIP-seq data. 

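IAA2 (AT3G23030) had a region on chromosome 3 from 8181724 to 8182220, 171 bp upstream in the deposited annotation and with its midpoint in an untranslated or non-coding exon of the reference, with a ratio of 6.68 ± 3.28 (SD, n = 2) and 3 VGAATAW sites. The region inside IAA13 (AT2G33310), chromosome 2 from 14115887 to 14116251, had a ratio of 5.74 ± 2.28. DFL1 (AT5G54510) had a ratio of 3.33 ± 2.06 in a region 2222 bp downstream. DFL2 (AT4G03400) had regions 2241 and 2654 bp downstream, with ratios of 5.27 ± 3.03 and 4.13 ± 2.12. WES1 (AT4G27260) had ratios of 3.09 ± 1.30 in a region 1074 bp upstream and 3.13 ± 2.58 in a region 971 bp downstream. When 10 reads were added to ChIP and control, the ratio was 2.91 at DFL1 and 2.70 and 2.54 at WES1.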

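ARF4 (AT5G60450), on the minus strand of chromosome 5 from 24308255 to 24312784, had a region from 24314582 to 24315038, 2111 bp upstream, with a ratio of 5.41 ± 1.89 (SD, n = 2) and 5 VGAATAW sites. A region 464 bp upstream had a ratio of 3.15 ± 0.925 and 1 site, and one 3418 bp upstream a ratio of 3.85 ± 1.68 and no site. ARF3 (AT2G33860), on the minus strand of chromosome 2 from 14325206 to 14328978, had a region from 14329985 to 14330274, 1151 bp upstream, with a ratio of 3.48 ± 0.560 (SD, n = 2) and 1 site. With 10 reads added to ChIP and control, the ratio was 2.75 at ARF3 and 2.56 in the ARF4 region 464 bp upstream.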

*ARF4*, together with the redundant gene *ARF3/ETT* (*ETTIN*), act to promote abaxial identity in association with KAN or its downstream targets [20]. In addition, it has been shown that the negative transcriptional, post-transcriptional and epigenetic regulation of these *ARFs* by AS1 and AS2 is important for the establishment of early leaf adaxial/abaxial polarity [53]. 

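HAT2 (AT5G47370) lies on the minus strand of chromosome 5 from 19216271 to 19218007. The region from 19217890 to 19218102 had a ratio of 3.44 ± 1.60 (SD, n = 2), or 2.90 with 10 reads added to ChIP and control. Its centre lies 86 bp upstream in the deposited annotation, and in an untranslated or non-coding exon inside the gene in the reference. The region from 19218287 to 19218752, 610 bp upstream, had a ratio of 8.76 ± 3.48 (SD, n = 2). Each held 1 VGAATAW site. The second region is not among those listed in Dataset S1.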

Among this set of genes, we also found the class II HD-ZIP gene *HAT2*, which is an early auxin-inducible gene with opposite functions in regulating auxin-mediated morphogenesis in the shoot and root tissues [54]. In a previous study, we also showed that *HAT2* acts downstream of REV in the shade avoidance response [29]. 

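PIN3 (AT1G70940), on the plus strand of chromosome 1 from 26742940 to 26746469, had a region from 26742931 to 26743136 with a ratio of 4.83 ± 2.24 (SD, n = 2). PIN4 (AT2G01420), on the minus strand of chromosome 2 from 180033 to 183764, had a region from 183481 to 183910 with a ratio of 4.58 ± 2.48 (SD, n = 2). The deposited annotation places the centres of these regions 20 bp upstream of PIN3 and 367 bp upstream of PIN4, whereas in the reference annotation, whose gene coordinates are given here, they lie in an untranslated or non-coding exon inside the gene. A region from 178928 to 179336, 973 bp downstream of PIN4, had a ratio of 4.21 ± 1.75.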

Regarding those genes involved in auxin transport, two *PIN* genes, *PIN3* and *PIN4*, which are important for tropic growth of the root [55] and root patterning [56], respectively, as well as for creating local auxin gradients required for the establishment of primordia and organ development [41], were found in both studies. Furthermore, a phospholipase required for PIN protein trafficking to the plasma membrane in the root (phospholipase A2; PLA2A) [57], and the PINOID protein kinase (PID), which controls PIN polarity and mediates changes in auxin flow to create local gradients for patterning processes [58], were identified. 

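PLA2A (AT2G26560) had a region on chromosome 2 from 11297034 to 11297381, 1401 bp upstream, with a ratio of 4.62 ± 2.10 (SD, n = 2). PID (AT2G34650) had a region from 14595536 to 14595887 on the same chromosome, 3923 bp upstream, with a ratio of 4.24 ± 2.00.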

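The auxin transporter gene AUX1 (AT2G38120) had a region on chromosome 2 from 15962596 to 15963286, 10052 bp upstream, with a ratio of 5.73 ± 2.22 (SD, n = 2). AtMDR1 (AT3G28860) had a region on chromosome 3 from 10880790 to 10881136, 3456 bp upstream, with a ratio of 3.59 ± 1.96, and a region 8677 bp downstream with a ratio of 3.19 ± 1.68. These AtMDR1 ratios were 2.93 and 2.77 with 10 reads added to ChIP and control.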

Additionally, the auxin influx transporter AUX1 and the ATP-binding cassette transporter AtMDR1 found in both studies regulate root gravitropism, and photomorphogenesis and root development, respectively, by mediating auxin polar transport [59,60].

**Table 2:** Potential KAN1 target genes involved in auxin response.

		**ChIP-seq data**							**Tiling array data**	
**AGI**	**Gene Symbol**	**ORP-rank**	**Distance**	**Location**	**Enrichment replicate 1**	**Enrichment replicate 2**	**FDR replicate 1**	**FDR replicate 2**	**80 min**	**160 min**
AT1G19840	SAUR-like	2341	6906	DOWN	5,1	2,8	6,76E-18	1,05E-12	yes	yes
AT1G75590	SAUR-like	3037	1915	UP	5,8	2,5	2,21E-17	1,86E-04	yes	yes
AT2G21210	SAUR-like	157	149	UP	8,3	3,4	4,47E-119	9,21E-58	yes	yes
AT2G33310	IAA13	1242		in CDS	7,4	4,1	1,00E-33	1,71E-27	yes	yes
AT2G34650	PID	2130	3923	UP	5,7	2,8	6,51E-23	1,53E-12	yes	yes
AT2G38120	AUX1	158	10052	UP	7,3	4,2	3,04E-94	1,24E-79	yes	yes
AT3G23030	IAA2	165	171	UP	9,0	4,4	4,11E-103	3,88E-67	yes	yes
AT3G28860	ATMDR1	3763	3456	UP	5,0	2,2	1,49E-11	1,45E-01	yes	yes
AT3G28860	ATMDR1	3075	8677	DOWN	4,4	2,0	3,47E-16	8,40E-05		
AT4G03400	DFL2	2385	2241	DOWN	7,4	3,1	9,71E-24	9,10E-08	yes	yes
AT4G03400	DFL2	1583	2654	DOWN	5,6	2,6	2,76E-33	1,08E-16		
AT4G27260	GH3.5, WES1	2996	1074	UP	4,0	2,2	6,37E-13	1,14E-07	yes	yes
AT4G27260	GH3.5, WES1	5906	971	DOWN	5,0	1,3	4,55E-09	1,63E+07		
AT5G47370	HAT2	3245	86	UP	4,6	2,3	1,64E-12	1,76E-05	yes	yes
AT5G54510	GH3.6, DFL1	2785	2222	DOWN	4,8	1,9	1,29E-22	1,16E-04	yes	yes
AT5G59780	MYB59	1240	5918	UP	5,6	3,3	2,16E-32	7,10E-28	yes	yes
AT5G61420	MYB28	1759	769	UP	6,2	2,7	5,59E-32	2,11E-13	yes	yes
AT5G61420	MYB28	1753	2117	UP	4,4	2,7	4,69E-22	6,78E-21		
AT5G63160	BT1	16	1273	UP	9,1	4,7	2,98E-185	8,71E-136	-	yes
AT5G67300	ATMYB44	2070	381	UP	4,5	2,4	1,11E-21	1,87E-14	yes	yes
AT5G67300	ATMYB44	53	2438	UP	11,3	5,4	9,41E-140	1,06E-92		
AT1G70940	PIN3	5237	20	UP	6,4	3,2	2,54E-03	2,51E+02	yes	yes
AT2G01420	PIN4	1622	367	UP	6,3	2,8	3,70E-35	3,35E-15	yes	yes
AT2G01420	PIN4	1630	973	DOWN	5,5	3,0	1,65E-27	7,06E-20		
AT2G26560	PLA2A	2249	1401	UP	6,1	3,1	1,59E-20	5,88E-12	yes	yes
AT5G60450	ARF4	294	2112	UP	6,7	4,0	6,92E-70	1,80E-64	yes	yes
AT2G33860	ARF3/ETT	4041	1151	UP	3,9	3,1	6,30E-01	2,50E-07	-	-
AT1G15690	AVP1	3612	2238	UP	8,1	3,4	4,21E-13	8,87E-02	yes	yes

Notes: By analyzing the ChIP-seq and the tiling array datasets and based on gene ontology (GO) analysis and literature contrast, we identified 22 genes involved in response to auxin. These genes are listed with the AGI (Arabidopsis Genome Initiative) gene code, the Gene Symbol, the ORP-rank, the distance from the binding site to the CDS, the location (UP=upstream of a gene, DOWN=downstream of a gene, in CDS), the enrichment of ChIP-seq replicates 1 and 2 (ratio of number of reads for a binding site in KAN1+DEX versus Col0+DEX), the false discovery rate (FDR) of ChIP-seq replicates 1 and 2, and the down-regulation at 80 and/or 160 min after KANADI1 activity induction (yes=the entire length of the predicted transcript was down-regulated; - no significant down-regulation).

Finally, several genes previously described as being involved in adaxial/abaxial patterning of the leaf and the vascular tissues such as *MIR166A* and *AS2* [1,17,18,24,40] were identified as KAN1 targets exclusively through the ChIP-seq approach. Moreover, *KAN1* itself and *KAN2* were isolated as putative targets suggesting that KAN1 may control its own expression as well as the expression of other KAN gene family members.

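MIR166A (AT2G46685) lies on the plus strand of chromosome 2 from 19176108 to 19176277. The region from 19172739 to 19173081, 3216 bp upstream, had a ratio of 4.96 in replicate 1 and 2.17 in replicate 2. Its mean ratio was 3.56, or 2.81 with 10 reads added to ChIP and control, and it held 3 VGAATAW sites. For the region inside AS2, the replicates gave 5.12 and 2.14.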

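KAN1 (AT5G16560), on the minus strand of chromosome 5 from 5406863 to 5411766, had 6 assigned regions with at least 3-fold enrichment. Those listed in Dataset S1 were centred 173, 707 and 5046 bp upstream, with ratios of 3.83 ± 1.53, 6.44 ± 4.12 and 5.00 ± 3.44 (SD, n = 2 each). These distances are those of the deposited annotation, and in the reference the centre of the first lies in an untranslated or non-coding exon inside the gene. The region from 5418091 to 5418418, 6830 bp upstream, had a ratio of 10.1 ± 4.30 and that from 5418809 to 5419286, 7623 bp upstream, a ratio of 10.9 ± 5.52. A region in coding sequence, from 5410834 to 5411006, had a ratio of 3.36 ± 1.58, or 2.60 with 10 reads added to ChIP and control, and no VGAATAW site. KAN2 (AT1G32240), on the minus strand of chromosome 1 from 11625616 to 11630745, had regions 2884, 4442 and 5505 bp downstream, with ratios of 3.00 ± 1.49, 6.92 ± 2.72 and 4.82 ± 2.49 (SD, n = 2 each), the first of which was 2.71 with 10 reads added.

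**Figure D2:**
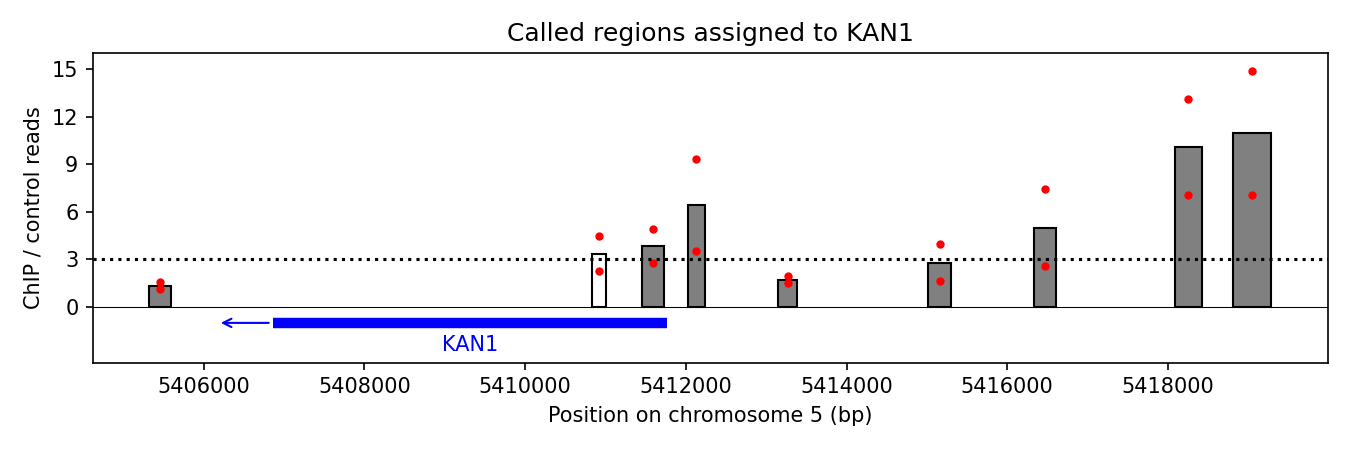
Map of the called regions assigned to KAN1 on chromosome 5 (bp), with the gene as a blue line and an arrow in the direction of transcription; the dotted line is a ratio of 3. Bars give the mean ratio of ChIP to control reads over the width of the region, and red points the 2 replicates. Grey bars hold a VGAATAW site and the white bar does not. The white bar lies in coding sequence, where reads may come from the transgene. The bars farthest upstream reach 10.1 and 10.9.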

### Genes oppositely regulated by the REV/KAN1 module

REV and KAN1 have opposite functions in early leaf patterning. In order to determine whether the antagonistic roles can be attributed to an opposite regulation of common downstream target genes, we compared potential downstream REV target genes identified by ChIP-Seq [29] with the list of genes bound and regulated by KAN1 (Dataset S7). This analysis resulted in the identification of 26 genes, which are candidates for dual regulation (Table 3). 

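The sites of Table 3 correspond to 40 regions of the deposited table, beside 26 genes. The ratio ranged from 3.82 to 14.2 in replicate 1 (median 6.51) and from 1.31 to 8.06 in replicate 2 (median 3.35). Of these regions, 31 lay upstream of the gene, 6 downstream and 3 inside it. REV binding data were not analysed here.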

Interestingly, five genes are bound by REV and KAN1 in a region less than 100bp apart, suggesting that, besides dual regulation, REV and KAN1 might also compete for chromatin accessibility. 

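The KAN1 region of TEM1 (AT1G25560) lay on chromosome 1 from 8985895 to 8986236, 3024 bp upstream, with a ratio of 8.30 ± 4.82 (SD, n = 2). ZFP4 (AT1G66140) had regions from 24620868 to 24621257 and from 24621276 to 24621505 on chromosome 1, with ratios of 4.49 ± 2.21 and 3.10 ± 1.33 (2.49 for the second with 10 reads added to ChIP and control), whose midpoints lie in an intron of the reference annotation. SUC1 (AT1G71880) had a region 5878 bp upstream with a ratio of 6.11 ± 2.84, and the NPH3 family gene AT3G15570 a region 1036 bp upstream with a ratio of 6.65 ± 3.12.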

All five genes (TEM, ZFP4, SUC1, a receptor protein kinase and a NPH3-like protein) seem to be involved in the control of development corroborating the idea that they act downstream of developmental regulators. 

**Table 3:** Genes potentially cross-regulated by the REV/KAN1 module.

		**REV ChIP-seq**		**KAN1 ChIP-seq**						
**AGI**	**Gene symbol**	**Distance**	**Location**	**FDR replicate 1**	**FDR replicate 2 **	**Enrichment replicate 1**	**Enrichment replicate 2**	**Distance**	**Location**	**Distance REV/KAN1 binding**
AT1G22570	Major facilitator protein	1129	DOWN	1,19E-112	3,31E-68	13,5	6,2	920	UP	4085
AT1G25560	TEM1	2926	UP	2,15E-64	2,70E-31	11,7	4,9	3024	UP	61
AT1G51940	LysM-domain protein	1525	UP	1,22E-10	3,24E+02	4,5	1,8	5999	UP	4504
AT1G61660	bHLH transcription factor		in CDS	2,26E-37	1,47E-22	6,8	3,4	1365	UP	3405
AT1G66140	ZFP4		in CDS	3,75E-31	4,10E-17	6,1	2,9		in CDS	26
AT1G66140	ZFP4			1,49E-01	1,35E+02	4,0	2,2		in CDS	434
AT1G67710	ARR11	1466	UP	2,20E-54	6,92E-40	6,3	3,4	1375	UP	113
AT1G68130	IDD14	3051	UP	1,08E-12	9,72E-11	3,8	2,2	3357	DOWN	8739
AT1G68520	B-BOX zinc finger protein	741	DOWN	4,34E-26	3,09E-09	3,8	2,3	248	UP	2757
AT1G68520	B-BOX zinc finger protein			5,97E-14	2,76E-06	5,9	2,8	829	UP	3408
AT1G71880	SUC1	5858	UP	2,80E-74	1,99E-51	8,1	4,1	5878	UP	41
AT1G72300	Leucine-rich receptor protein	3145	UP	4,42E-22	4,03E-12	8,3	4,1	691	UP	2424
AT1G72300	Leucine-rich receptor protein			6,72E-09	1,69E-09	4,0	2,4	1465	UP	1630
AT3G02140	TMAC2	893	UP	2,04E-69	5,94E-57	10,5	5,9	201	UP	653
AT3G02140	TMAC2			1,01E-48	5,34E-34	7,4	3,7	2737	UP	1863
AT3G02140	TMAC2			4,50E-08	5,09E-03	4,8	2,5	3049	UP	2231
AT3G12920	BRG3	1579	DOWN	1,73E-04	8,92E-01	4,3	2,3	1782	UP	5019
AT3G12920	BRG3			1,22E-181	7,71E-141	13,2	7,0	4565	UP	7652
AT3G12920	BRG3			6,75E-90	8,25E-62	11,6	5,8	983	DOWN	568
AT3G12920	BRG3			1,13E-63	9,51E-49	9,9	5,4	2338	DOWN	797
AT3G15570	NPH3 family protein	1009	UP	6,12E-93	1,02E-63	8,9	4,4	1036	UP	14
AT3G54400	Aspartyl protease protein	602	UP	4,51E+02	8,26E+04	4,6	2,4	120	UP	402
AT3G56050	Protein kinase family protein	208	UP	4,29E-87	5,13E-48	8,8	3,9	274	UP	42
AT3G61460	BRH1	2196	UP	1,85E-17	4,61E-12	5,9	3,2	314	UP	1826
AT4G18700	CIPK12	282	DOWN	3,22E+00	3,57E+03	7,5	3,9	26	UP	2468
AT4G18700	CIPK12			4,36E-101	1,53E-92	8,4	5,0	133	DOWN	146
AT4G22190	unknown protein	2827	UP	1,45E-38	9,85E-30	8,1	4,5	1709	UP	1166
AT4G26540	Leucine rich repeat receptor	2234	UP	3,06E-86	1,40E-45	8,5	3,7	2160	UP	129
AT4G26540	Leucine rich repeat receptor			8,31E-78	1,31E-53	7,1	3,6	896	DOWN	6893
AT4G27260	GH3.5, WES1	2494	DOWN	6,37E-13	1,14E-07	4,0	2,2	1074	UP	6295
AT4G27260	GH3.5, WES1			4,55E-09	1,63E+07	5,0	1,3	971	DOWN	1591
AT5G05690	CPD	4847	UP	1,81E-06	1,67E-02	5,1	2,7	5642	UP	894
AT5G47370	HAT2	1548	UP	1,64E-12	1,76E-05	4,6	2,3	86	UP	1403
AT5G51550	EXL3	2573	UP	2,22E-174	1,08E-139	14,1	7,7	687	UP	1892
AT5G51550	EXL3			9,95E-19	1,35E-11	4,0	2,1	2133	UP	480
AT5G52060	ATBAG1, BAG1	739	UP	1,28E-20	2,48E-03	5,4	2,1	8	UP	745
AT5G64570	XYL4	2389	UP	1,84E-39	5,08E-19	4,9	2,2		in CDS	5597
AT5G64570	XYL4			5,70E-50	5,28E-46	7,7	4,6	331	UP	2090
AT5G67190	DEAR2	2710	UP	1,46E-33	1,01E-22	4,9	2,6	276	UP	2557
AT5G67190	DEAR2			5,02E-178	3,45E-151	14,2	8,1	1541	UP	1248
AT5G67190	DEAR2			1,28E-61	2,35E-45	6,9	3,6	1319	UP	6884

Notes: By comparing the REV target genes identified by ChIP-Seq [29] with the list of genes bound and regulated by KAN1 (Dataset S7), we identified 26 genes which are candidates for dual regulation. These genes are listed with the AGI (Arabidopsis Genome Initiative) gene code, the Gene Symbol, the false discovery rate (FDR) of ChIP-seq replicates 1 and 2, the enrichment of ChIP-seq replicates 1 and 2 (ratio of number of reads for a binding site in KAN1+DEX versus Col0+DEX), the distance from the binding site to the CDS and the location (UP=upstream of a gene, DOWN=downstream of a gene, in CDS), and the distance between REV and KAN1 binding sites.

## Discussion

In this study, we utilize inducible overexpression of *KAN1* to identify KAN1 responsive genes and direct targets. Although such an approach may lead to artifacts because of the ectopic and artificially high expression levels used, the set of genes we have identified shows enrichment for genes involved in development and auxin biology, suggesting our experiments have identified genes that are biologically relevant.

Our results show that the VGAATAW motif may be a common *cis*-regulatory element recognized by KAN1, which includes the motif affected by the *as2-5d* point mutation that causes ectopic *AS2* expression due to its regulation being uncoupled from KAN1 [31]. We have focused our attention on the 1802 binding regions containing this motif (corresponding to 3151 genes potentially regulated by KAN1) and, especially, on those genes that exhibit gene expression changes in response to induction of KAN1 activity. Several of the identified downstream targets have a role in organ development, shoot patterning or auxin response and transport. In addition, we present a set of genes that are potentially controlled by both KAN1 and REV. The potential regulation of the selected genes by KAN1 and its link with patterning processes and auxin-related events as well as the gene regulation by the module KAN1/REV are discussed below.

### KAN1 regulates many genes related to organ patterning

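The region upstream of PHB had 509 and 212 reads in ChIP replicates 1 and 2 and 51 in the controls together. Its VGAATAW site starts at 14645019 and reads TTATTCG on the plus strand. ATHB8 had, besides its downstream region, a region from 15873501 to 15873890, 5070 bp upstream, with a ratio of 4.59 ± 2.94 (SD, n = 2) and 3 sites. This region is not among those listed in Dataset S1.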

In our study, we find that KAN1 binds to the promoter of two *HD-ZIPIII* genes, *PHABULOSA* and *ATHB8* (Table 1) and represses their expression, suggesting that both *HD-ZIPIII* genes are direct targets of KAN1 during organ polarity establishment. In previous studies, it was proposed that the antagonistic role between KAN and HD-ZIPIII activities in vascular tissue formation is mediated by affecting the canalization of auxin flow rather than through a direct interaction between both families of transcription factors [10]. However, our results suggest that there may be contexts in which KAN1 acts directly on *PHB* and *ATHB8*. 

We also find that KAN1 binds directly to the promoters of *MIR166A* and *MIR166F* and down-regulates the expression of *MIR166F* (Table 1), suggesting that at least KAN1 may directly regulate *MIR166F*. In addition, our results indicate that KAN1 binds to its own promoter and *KAN2* via the VGAATAW motif (Table 1) but also potentially KAN3 (Dataset S1), although no VGAATAW motif was found for this binding event. 

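The region upstream of MIR166F had 175 and 125 reads in the 2 ChIP replicates and 46 in the controls together, with 2 VGAATAW sites. A further region at MIR166A, from 19168886 to 19169053 and 7156 bp upstream, had a ratio of 3.36 ± 2.19 (SD, n = 2), or 2.24 with 10 reads added to ChIP and control, and no site.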

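KAN3 (AT4G17695) lies on the minus strand of chromosome 4 from 9847933 to 9850927. The region from 9851280 to 9851658, 764 bp upstream, had a ratio of 5.90 ± 3.93 (SD, n = 2), and the region from 9847599 to 9848037, 214 bp downstream, a ratio of 3.26 ± 1.45, or 2.83 with 10 reads added to ChIP and control. Each held 2 VGAATAW sites, the first of which starts at 9851495 and 9847742. Neither region is among those listed in Dataset S1.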

Taken together, these results suggest that in some contexts KAN1 may direct a negative feedback loop that limits the levels of several abaxial factors including KAN1 itself. 

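The region of SAW2 on chromosome 2 lay 436 bp upstream of the gene, with a second region 2496 bp downstream. The region of LNG2 lay 3955 bp upstream. The midpoint of the region inside LNG1 fell in an untranslated or non-coding exon, and that of the region inside PXY in an intron.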

KAN1 binds to the proximal promoters and represses the expression of genes involved in different aspects of organ development such as PXY/TDR, *LNG1*/*2* and *SAW2* (Table 1). Like *KAN1*, *PXY* is a key gene in vasculature polarity establishment. In particular, *PXY* is required for the proper orientation of cell divisions in the vascular meristem, which gives rise to specialized and spatially separated xylem and phloem cells [46,47]. The homologous genes *LNG1* and *LNG2* regulate leaf morphology by positively promoting longitudinal polar cell elongation [44]. The adaxial epidermal cells of the midveins and the leaf blade are longitudinally elongated in the *lng1-1D* mutant plants compared with wild type. *SAW2* controls leaf shape and exhibits adaxial expression in developing lateral organs [45]. Therefore, our results suggest that KAN1 may directly regulate genes involved in the development of lateral organs and vascular tissue, known sites of KAN1 activity. 

### KAN1 regulates auxin-related genes

Organ patterning is in part modulated by the polar transport of auxin to specific locations, generating auxin maxima that promote organ initiation and growth. PIN proteins play an important role in the regulation of auxin distribution. Loss of proper PIN polarity establishment, as in PIN multiple mutants and *gn* mutants, leads to embryo patterning defects [61-65]. Previous studies have shown a negative effect of KAN1 on PIN1 activity. Thus, ectopic expression of *PIN1* is observed in *kan1 kan2 kan4* embryos, suggesting that KAN genes may act to restrict auxin flow during embryogenesis by regulating *PIN1* gene expression [7]. *PIN1* gene expression alterations have also been observed at the ectopic abaxial leaf outgrowths of *kan1 kan2* plants. In particular, *PIN1* expression was higher in the outgrowths than in the surrounding leaf tissue, suggesting that the outgrowths may be due to ectopic auxin maxima forming in the lamina [3,4]. In addition, it has been shown that polar auxin flow is essential to form procambium cells in vascular tissues, and KAN genes play a role in the distribution of this auxin flow by restricting PIN1 activity [10]. In agreement with these findings, we have identified a binding site for KAN1 downstream from *PIN1* that likely mediates direct repression of *PIN1* by KAN1 (Table 1). 

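The region at PIN3 held 1 VGAATAW site, and the regions at the 5′ and 3′ ends of PIN4 held 2 and 3. A region from 26748810 to 26749461, 2740 bp downstream of PIN3, had a ratio of 4.60 ± 2.92 (SD, n = 2) without a site.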

Motifs adjacent to other *PIN* genes such as *PIN3* and *PIN4* were also bound by KAN1, and their expression was repressed by KAN1 as well (Table 2). Therefore, KAN1 may directly regulate several PIN family members supporting previous findings that showed that, at least in some contexts, KAN proteins may act in patterning processes through auxin transport modulation. Additionally, and reinforcing this hypothesis, KAN1 bound and repressed several genes involved in the regulation of PIN activity and trafficking such as *PINOID* and *PLA2A* [57,58,66], respectively. *NPY3*, *NPY5* and *WAG2*, which are thought to act together to determine what side of the cell PIN accumulates at [48,67-69], and genes involved in auxin polar transport such as the auxin influx transporter *AUX1* and the ATP-binding cassette transporter *AtMDR1* [59,60] were also bound and repressed by KAN1 (Table 2). 

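NPY3 (AT5G67440) had a region 413 bp upstream with a ratio of 4.94 ± 2.09 (SD, n = 2) and a region 184 bp downstream with a ratio of 4.01 ± 2.05. NPY5 (AT4G37590) had a region 1452 bp upstream with a ratio of 7.46 ± 3.42, and WAG2 (AT3G14370) a region 1208 bp upstream with a ratio of 5.70 ± 3.16.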

Our data also point to a direct effect of KAN1 on auxin signaling pathways. For instance KAN1 bound near and repressed early auxin response genes including three *GH3* genes (*DFL1*, *DFL2* and *WES1*), three *SAUR-like* genes (*AT1G19840*, *AT1G75590* and *AT2G21210*) as well as two *Aux/IAA* genes (*IAA2* and *IAA13*) [49,70] (Table 2).

A connection of auxin signaling comes in addition from direct repression of *ARF4* and binding of *ARF3* by KAN1 (Table 2). The phenotype of *ett arf4* leaves resembles the phenotype of *kan1 kan2* leaves, leading to the proposal that ARF proteins act together with KAN proteins or its downstream targets to regulate transcription [20]. While this previous study suggested a positive interaction between these transcription factors, our findings suggest that there may also be negative feedback between *KAN1* and *ARF4* and *ARF3/ETT*, potentially again (see above), as a mechanism to maintain homeostasis among factors controlling abaxial identity. 

We have identified several additional genes involved in auxin transport and its regulation or auxin signaling as being repressed after *KAN1* induction and, in some cases, also bound by KAN1 (Dataset S1 and Figure S1). This set of genes includes *PIN7*, which is involved in apical–basal axis formation of the embryo [62], *YABBY5*, a transcription factor involved in abaxial cell fate specification and auxin distribution [21,23], different early auxin-responsive genes such as *GH3.3*, the SMALL AUXIN UP RNAs (SAUR) *SAUR19*, *SAUR20* and *SAUR63*, which regulate auxin polar transport and promote auxin-mediated organ elongation [71,72], three SAUR-like genes (*AT1G19840*, *AT4G38840* and *AT5G18030*), *ARF19*, *IAA3*, *IAA16*, *IAA14*, and an auxin receptor belonging to the TIR1 subfamily (*AFB1*) that interacts with Aux/IAA proteins [73,74]. In addition, in a previous study [29], we demonstrated that the expression of *HAT2*, which was also bound and repressed by KAN1 in the current study, and two genes that encode auxin biosynthetic enzymes, *TAA1* and *YUC5*, is reduced significantly after KAN1 induction. These results together with our findings reflect that, certainly, KAN1 may control the influence of auxin on organ development through complex interactions and at different levels: biosynthesis, transport and its regulation, and signaling.

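No called region assigned to PIN7 (AT1G23080) or YABBY5 (AT2G26580) reached a mean ratio of 3. The highest at PIN7, from 8177993 to 8178273 on chromosome 1, had a ratio of 2.91 ± 1.63 (SD, n = 2). The highest at YABBY5, from 11306837 to 11307126 on chromosome 2, had a ratio of 2.43 ± 1.36.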

Finally, our results suggest that KAN1 may act on other hormone pathways through the regulation of genes involved in the response to abscisic acid, jasmonic acid, brassinosteroids, ethylene, cytokinins and gibberellins (Dataset S2 and Figure S1).

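Dataset S2 lists 14 brassinosteroid, 15 ethylene, 18 cytokinin and 32 gibberellin genes. All lay beside a region listed in Dataset S1. The median mean ratio of these regions was 4.33 for brassinosteroids, 4.62 for ethylene, 4.00 for cytokinins and 4.02 for gibberellins.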

### Regulation by KAN1 and REV of common downstream target genes

Genetic analysis has indicated that the HD-ZIPIII and KAN factors act oppositely in organ patterning [1,3,7]. However, it remains unclear whether this interaction occurs by direct mutually antagonistic regulation, through opposing regulation of a set of common direct targets or through opposing regulation of indirect targets. With respect to direct antagonistic regulation, in the current study, we did not find evidence of direct regulation of *REV* by KAN1, although KAN1 appears to bind other HD-ZIPIII genes such as *PHB* and *ATHB8* and to repress their expression. 

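REV (AT5G60690) lies on the plus strand of chromosome 5 from 24396981 to 24402195. The region from 24390320 to 24390754, 6486 bp upstream, had a ratio of 9.00 in replicate 1 and 4.15 in replicate 2 and held 2 VGAATAW sites. The region from 24392104 to 24392478, 4732 bp upstream, had ratios of 7.75 and 3.88 and held 1 site. Neither is among the regions listed in Dataset S1.

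**Figure D3:**
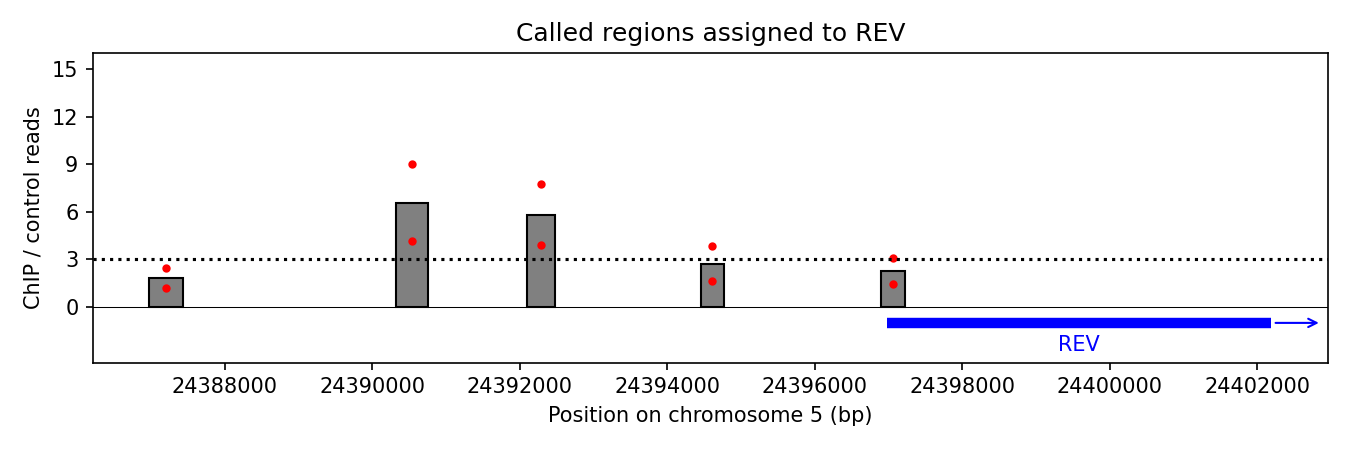
Map of the called regions assigned to REV on chromosome 5 (bp), with the gene as a blue line and an arrow in the direction of transcription; the dotted line is a ratio of 3. Bars give the mean ratio of ChIP to control reads, in grey because each region holds a VGAATAW site, and red points the 2 replicates; the bars at 24390320 and 24392104 rise above the dotted line.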

On the other hand, published work identifying *HAT2*, *TAA1* and *YUC5* as genes oppositely regulated by REV and KAN [29] supports the shared common targets hypothesis. To further investigate whether REV and KAN1 act on additional common target genes, we compared the ChIP-Seq data for KAN1 with those recently obtained for REV [29] and found an additional set of overlapping putative target genes that bring the total to 26 genes (Table 3). Among these, we found genes encoding transcription factors and proteins involved in hormone-associated processes. Finally, several genes involved in auxin transcriptional response and auxin transport are repressed by KAN1, whereas auxin biosynthesis and transport are positively regulated by HD-ZIPIII activity. Thus, another mechanism by which KAN1 and HD-ZIPIII activities have opposing effects is via antagonistic regulation of auxin biology, which does not necessarily occur at the level of the same transcriptional targets but will create steep auxin gradients that could function as positional signals.

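Of the 30 up-regulated genes in Dataset S6, 3 (10.0%) lay beside a region listed in Dataset S1, against 8.13% of the other annotated genes (odds ratio 1.26, two-sided Fisher's exact test, p = 0.732, adjusted p = 0.732). This odds ratio changed with the choice of regions and genes. Within 1 kb of a region it was 0.867 (Fisher's exact test, p = 1.00), and against the genes named in the deposited table 0.858. With all regions of at least 3-fold enrichment it was 2.05 (Fisher's exact test, p = 0.118), and with those outside Dataset S1 2.29 (p = 0.113). With all called regions it was 3.38 (Fisher's exact test, p = 0.00830). Where a region with at least 3-fold enrichment neighboured a down-regulated gene, it lay upstream of it in 488 of 608 pairs (80.3%), against 62.0% of pairs with other genes (odds ratio 2.49, two-sided Fisher's exact test, p = 7.46e-21, adjusted p = 2.42e-20).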

The vast majority of KAN1 targets identified were down-regulated. Together with the observations that KAN1 directly represses the expression of the adaxial factor *AS2* [31] and that TOPLESS, a co-repressor protein, directly interacts with KAN1 [38], our data suggests that KAN1 primarily acts as a repressor. According to the opposite regulation of common targets hypothesis, if KAN1 acts as a repressor, the HD-ZIPIII proteins should act as activators of those genes that are common targets. Consistent with HD-ZIPIII proteins acting as activators, expression of REV translationally fused with a repressor domain (REV-SRDX) phenocopies *phb phv rev* plants (Dyani Lewis and J. L. Bowman, unpublished data). Thus, our findings together with published work [1,3,7,29,31,38] indicate that HD-ZIPIII and KAN genes function antagonistically both through mutual regulation as well as through the opposite regulation of common direct targets and indirect targets. Mutual regulation may ensure the proper partitioning of adaxial and abaxial tissues while the opposite regulation of common targets may help set up contrasting transcriptional activities that distinguish adaxial and abaxial cell types.

## Supporting Information

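The supplement lists 1801 regions, and all of them were found in the deposited table, where 1794 had a mean ratio of at least 3. A VGAATAW site was found in the reference sequence of 1798. At 1699 regions position and size were identical, and at 1479 of these the control reads of the supplement equalled the sum of both control libraries.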

Dataset S1 **All ChIP-Seq identified regions containing the VGAATAW element.**
(XLS) Click here for additional data file.

Dataset S2 **Putative KAN1 targets with roles in system and organ development and hormone signaling.**
(XLS) Click here for additional data file.

Dataset S3 **All genes down-regulated by KAN1.**
(XLS) Click here for additional data file.

Dataset S4 **Genes involved in auxin biology down-regulated by KAN1.**
(XLS) Click here for additional data file.

Dataset S5 **Genes involved in transcriptional regulation down-regulated by KAN1.**
(XLS) Click here for additional data file.

Dataset S6 **All genes up-regulated by KAN1.**
(XLS) Click here for additional data file.

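Dataset S7 names 209 genes. All 209 were among the down-regulated genes beside a region listed in Dataset S1 in the deposited table.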

Dataset S7 **Overlap ChIP-Seq/tiling array.**
(XLS) Click here for additional data file.

Figure S1 **Examples of raw tiling array data.** The lower two lines in each figure represent the 80 minute time point and the upper two lines represent the 160 minute time point. The upper of the lines in each time point are from a single biological experiment, whereas the lower are the average from two biological replicates. Genes are identified by their AtNg and common names, and those genes that were detected as also bound by KAN1 are denoted by an *.
(TIF) Click here for additional data file.

Figure S2 **Genes bound by KAN1 are also regulated by KAN1 at the transcriptional level.** **A**) ChIP-Seq graphs show enrichment for KAN1 binding in the 3’ region of the ATHB8 gene. The enriched region contains the VGAATAW motif. **B**) *ATHB8* expression is strongly repressed in DEX-treated *35S::FLAG-GR-KAN1* transgenic plants. Plotted are relative qRT-PCR expression values of two independent biological replicates. Each biological experiment was carried out with four technical replicates and average values with standard deviation were calculated. *p≤0.01; **p≤1.0E-06.
(TIF) Click here for additional data file.

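The region downstream of ATHB8 had 226 and 125 reads in ChIP replicates 1 and 2 and 36 in the controls together. It held 4 VGAATAW sites, the first of which starts at 15862745 and reads TTATTCT on the plus strand.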

How the deposited data were processed for this re-analysis (not part of the article)

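KAN1 binding was measured by chromatin immunoprecipitation and sequencing in 2 libraries from induced 35S:FLAG-GR-KAN1 plants, beside 2 control libraries. Groups and replicate numbers were taken from the sample labels and the paper. The labels list 2 control libraries and the paper 1. Same-numbered ChIP and control libraries carry their numbers in the labels, and no other link between them is given.

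The authors mapped the reads to TAIR10, reduced duplicate reads, called regions and deposited the estimated counts of reads of each library in every region, without scaling between libraries. The deposited table also holds, as the authors made them, a false discovery rate (an adjusted p-value) per replicate, the log2 of the rank product of both replicates, a rank score, and each region's size and other distances in bp to its nearest genes. The version of the software is not named in the paper's text. Some right-hand fields are empty in the table: 80 regions have no right-hand gene name, 216 no right-hand distance and 805 no right-hand strand. No column of sample values was left unused.

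From these counts, a ratio of ChIP reads to control reads was computed for each ChIP replicate. The plan made before the data were examined named the same-numbered control and the mean of the controls, and did not foresee controls of such unequal size. Control 2 had 13462 reads in all regions against 663580 in control 1, and the sum of both was then used as the control, a choice made after the table was seen. The reasons are that the control reads of Dataset S1 equal this sum in 1479 of 1699 regions and that the same-numbered ratio is undefined in the 13929 regions without control 2 reads. This choice also brings the number of regions near the paper's, while the controls named in the plan gave 8112 and 12336 regions. The ratios are not corrected for depth, so ChIP replicate 1, whose reads per region were a median of 2.03 times those of replicate 2, has the higher ratios. No differential count test was run, because the regions were called by the same comparison and their reads are not the library depth. With 2 replicates, no test was made for a single region. The median region had 59 reads in ChIP replicate 1, 30 in ChIP replicate 2, 27 in control 1 and 0 in control 2, which limits the precision of single ratios.

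The reference genome was TAIR10.1. The first 20 bases of 275 transcripts printed in Dataset S2 all matched the reference at the TAIR10 coordinates given there. The gene models differ: 30.8% of 21729 left-hand gene ends in the deposited table lay within 1 bp of the reference's, and 82.0% of 44120 neighbouring genes were the same. Motif sites were searched with VGAATAW on both strands. The named genes were chosen before the data were examined as every gene in Tables 1, 2 and 3, every gene the paper names for binding, and the 5 regions ranked highest. Table sites were matched to regions by gene, side and a distance within 100 bp, which placed 93 of 104 sites. Another 8 sites inside a gene have no distance and were matched by the closeness of their ratios, which favours similar values; 4 of them had several candidate regions. A search on the other side of the gene was added after 3 sites had found no region, and placed 2 of them.

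Fisher's exact tests, binomial tests, chi-square tests, permutation tests with 100000 resamples and 1000 random placements or draws were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, Biopython 1.88 and matplotlib 3.10.9. The steps were tested on simulated data: all planted motif sites among 1041 were found, and 3.50% of 200 permutation tests without a difference gave p under 0.05. The 13 tests set before the data were examined were adjusted together by the Benjamini-Hochberg method. Alternatives covered the threshold, the control, a pseudocount of 10 reads, the replicates, the motif, its background, the gene annotation and the distance to genes. Expression data, REV binding data and functional categories were not analysed here. The binding region of a further gene in Table 1 is not reported here.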

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

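The comparison of enrichment given here was chosen after the values were seen, and the other tests were set before their results were seen. Of the regions with at least 3-fold enrichment and a VGAATAW site, 1116 are not listed in Dataset S1 and the paper does not discuss them. They stand out because their ChIP reads exceed the control reads at least 3-fold. The 1791 such regions in Dataset S1 served for comparison. Weaker enrichment was not found, since their median log2 mean ratio was higher by 0.077 (permutation p = 2.4e-04; median ratio 4.30 against 4.08). Fewer sites per region was not found either, with a single site in 49.6% against 52.9% (odds ratio 0.873, Fisher's exact test, p = 0.0793). Nor did the share with an AGAATAW site differ, at 67.8% against 67.9% (odds ratio 0.997, Fisher's exact test, p = 1.00). Other variants of the motif were not compared. The nearest site lay farther from the midpoint, at a median of 49 bp against 40 bp, a difference of 9 bp (permutation p = 3.9e-04). A search limited to 300 bp at the midpoint still gave 2729 regions with a site. That window is wide against these distances, and no narrower limit was set for this count. A narrower central limit in the paper's search is therefore not excluded. The settings of its MEME-ChIP analysis are not in its text, and the absence of these regions from Dataset S1 remains unexplained. No biological explanation was tested.

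Down-regulated genes assigned to regions of at least 3-fold enrichment outside Dataset S1, and to none inside it, numbered 120. The paper does not count them among its bound genes. Of the down-regulated genes, 330 lay beside a region of at least 3-fold enrichment in all. For the genes beside regions of Dataset S1, the density of called regions accounted for part of the overlap but not for all of it, since the 210 genes were 1.78 times the mean of 1000 random draws, 118 (n = 494 genes, p = 0.002, the smallest they can give). The longer intergenic space around down-regulated genes, a median of 3522 bp against 1831 bp, likewise accounted for part, since the odds ratio fell from 8.89 to 5.45 (Mantel-Haenszel, over 10 groups of that length). Regions outside Dataset S1 taken alone gave an odds ratio of 9.25 for down-regulated genes. The tests of density and intergenic space were made on regions of Dataset S1 and were not repeated for the 120 genes. No biological explanation was tested.

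The regions upstream of REV at 24390320 and 24392104 had mean ratios of 6.57 and 5.81, and were looked at because the paper discusses REV. In the authors' deposited table their false discovery rates in replicate 2 were 0.00425 and 0.00756. Control 2 had no reads in either region, and across regions the replicate 2 rate followed control 2. These low rates therefore cannot be read apart from the empty control. With 10 reads added to ChIP and control the ratios were 5.48 and 4.85. The REV regions belong to the motif-containing regions outside Dataset S1, and the tests given for those do not account for their absence from it. The data hold no measure of whether these regions act on REV, and no biological explanation was tested.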

How the results depend on the processing

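The alternatives were set before the data were examined, apart from control 1 alone, flanks without called regions and those for single regions, which were chosen after seeing the data. The sum of the controls, on which the values here rest, was also chosen after seeing the data, in place of the controls named in the plan. Of 52 alternatives for the 13 tests, leaving aside those without a replicate, 46 kept the direction and the side of the threshold and 6 did not. The changes fell in 3 tests. The causes of the changes were not tested. Among the tests that kept theirs, the odds ratio of the motif ranged from 2.67 to 5.20, that of down-regulated genes from 5.59 to 12.0, that of upstream sites at down-regulated genes from 1.60 to 3.28, and rho across windows from 0.615 to 0.684.

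The number of regions with at least 3-fold enrichment, 4166, was 1629 with both ratios at least 3. It was 3529 with both at least 3 after scaling the replicates to the same total reads. With 10 reads added to ChIP and control it was 2832, and with a mean ratio of at least 4 it was 2189. It was 1239 with the authors' false discovery rate of at most 0.05 in both replicates as well as a mean ratio of at least 3. With the replicate block, each ChIP replicate over its same-numbered control, it was 8112, with the ratio defined in 8180 regions, and the correlation of same-numbered deviations was -0.0408. With control 1 alone it was 4397. With the mean of the controls it was 12336, but this raises every ratio by the same factor, like a lower threshold, and does not test the choice of control. Among the tests, the motif alone was recomputed with another control, with an odds ratio of 4.11 for control 1 alone. In the authors' deposited table, 1311 regions were at or under 0.05 in both replicates and 183 at or under 0.001. The correlation of the replicates was 0.950 in regions with at least 3-fold enrichment, 0.869 on ratios and 0.861 on reads per kb.

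Regions per chromosome no longer departed from chromosome length for Dataset S1 (chi-square 6.35, p = 0.175). The odds ratio of the transcriptional regulators was 1.36 for genes within 3 kb. That of the up-regulated genes, 1.26, was 3.38 with all regions (Fisher's exact test, p = 0.00830), reversed to 0.867 within 1 kb and to 0.858 against the genes named in the table, and the ratio to random draws was 0.711.

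Leaving out each replicate in turn, which leaves 1 ChIP replicate, gave from 1630 to 7019 regions with at least 3-fold enrichment and from 1311 to 16773 regions past the authors' false discovery rate. The share of sites closer to the midpoint than to either end ranged from 66.0% to 66.6%, the odds ratio of the motif by enrichment from 1.81 to 2.02, and rho across windows from 0.667 to 0.676. The chi-square of regions per chromosome ranged from 3.15 to 24.6, the odds ratio of the motif from 3.57 to 5.21, the ratio of upstream sites to random placements from 2.07 to 2.15, the log2 difference in enrichment beside down-regulated genes from 0.15 to 0.28, and the odds ratio of upstream sites at those genes from 2.06 to 2.93. The odds ratio was from 8.90 to 10.6 for down-regulated genes, from 0.932 to 1.26 for up-regulated genes, from 1.04 to 1.39 for Dataset S1 against other regions, from 1.19 to 1.48 for auxin genes and from 1.59 to 1.68 for regulators.

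With 10 reads added to ChIP and control, 21 of the 100 table sites fell below a ratio of 3, to between 2.21 and 2.93, as did 5 of the 17 other named regions of at least 3-fold enrichment. Control 1 alone cannot lower a ratio and is no test of this. Of 200 values for the table sites under these 2 settings, 2 moved by more than 1 SD of the replicates, an SD that includes their difference in depth and is therefore wide. The small number of reads in control 2 limits every result that uses it alone.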

Differences from the paper's values

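The number of regions with at least 3-fold enrichment and a VGAATAW site was 2907, against the paper's 1802. The 2 numbers are unlike measures. The paper's comes from a MEME-ChIP analysis, whose settings its text does not give. The count here takes any exact match on either strand, which 35.9% of flanking windows also held. Of the alternatives set before the data were examined, both ratios at least 3 gave 1243 and leaving out replicate 1 gave 1244. These fall within the margin used for a difference, below the paper's value. Neither rule describes the paper's list, however. Of the regions in Dataset S1, 733 had a replicate 2 ratio of at least 3, against 1794 with a mean ratio of at least 3. The other alternatives did not close the gap either. All regions gave 10551 and leaving out replicate 2 gave 4479. The window at the midpoint gave 2729, the GAATA core 3524 and the AS2 site alone 1174. Shuffled copies or random placements as background leave the count at 2907.

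The ratios of some Table 1 regions differed from the paper's. For ATHB8 they were 6.28 and 3.47 in replicates 1 and 2, against the paper's 1.8 and 6.5. For MIR166A they were 4.96 and 2.17, against the paper's 2.3 and 4.8. The AS2 region inside the gene gave 5.12 and 2.14 (the paper's 2.4 and 5.1), and the downstream one 5.74 and 2.37 (the paper's 2.4 and 5.9). The KAN1 region 173 bp upstream gave 4.91 and 2.74 (the paper's 1.8 and 4.5), that at 707 bp 9.35 and 3.53 (the paper's 2.6 and 9.3), and that at 5046 bp 7.43 and 2.57 (the paper's 2.9 and 7.8). None of the alternatives set before the data were examined applies to the ratio of a single region. In these 7 cases the paper's replicate 2 value is within 10% of the replicate 1 ratio here, a comparison chosen after seeing the values. Its replicate 1 value is that close to the replicate 2 ratio only at MIR166A and the downstream AS2 region. An exchange of the replicates therefore does not account for all of them. In all 7 cases the paper's replicate 1 value is close to the ChIP reads of replicate 1 over those of replicate 2. At ATHB8 these reads were 226 and 125. Of the 93 table sites matched by distance, 86 had both ratios within 10% of the paper's. Besides sites named above, the remainder holds the AML1 site 2369 bp upstream, with 2.02 in replicate 2 against the paper's 1.4, and the B-BOX zinc finger gene's site 248 bp upstream, with 5.58 in replicate 1 against the paper's 3.8, both within the margin used for a difference.

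The paper describes the motif in a single one of the AS2 regions, while it was found here in the region inside the gene, with 2 sites, in the downstream one, with 1, and in a further one 3863 bp upstream, with 1. The paper finds no motif at KAN3, where both regions with at least 3-fold enrichment held 2 sites. It cites Dataset S1 for KAN3, which lists neither region. The paper reports no evidence that KAN1 regulates REV directly, and 2 regions upstream of REV had mean ratios of 6.57 and 5.81. These ratios concern binding alone. Expression was not analysed here, so they do not contradict the paper's statement on regulation. Table 1 places the ATHB8 region upstream and the AHK3 region downstream, while the regions at the same distance lay 560 bp downstream and 630 bp upstream in the deposited annotation, and the legend of Figure S2 places the ATHB8 region in the 3′ region. For 1 listed site of DEAR2 no region was found within 100 bp of the distance given. The paper describes an even spread of the motif regions over the chromosomes, and the regions listed in Dataset S1 did not depart from chromosome length (chi-square test, p = 0.175), while all regions with at least 3-fold enrichment did (chi-square test, 17.7, p = 0.00139). Without replicate 1 the chi-square was 3.15. The table holds 22109 regions against the paper's 17402, which is within the margin used for a difference.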

Other observations

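The tests on the false discovery rates were chosen only after the result was seen, and the others were set before their results were seen. In the authors' deposited table, 1311 regions were at or under a false discovery rate of 0.05 in replicate 2 and 16773 in replicate 1. In the 1659 regions with the same position, size and replicate 2 ChIP reads in Dataset S1, the authors' deposited table has 30.6% at or under 0.05 in replicate 2, while Dataset S1 has 81.7%. In Dataset S1, however, 250 of these values are above 1, so the values are not on a single scale, and the low number cannot be told apart from an effect of fewer ChIP reads in replicate 2. A first test asked whether regions with the same ChIP and control 2 reads share a single replicate 2 value. They did in 18.1% of 930 combinations, below the share set for it, but the same measure gave 12.0% with the summed control, 12.5% with control 1, and 9.67% for replicate 1 with control 1, so it cannot separate the explanations. A second test, chosen after the first was seen, gave a partial rank correlation of the replicate 2 value with control 2 of 0.863, given ChIP 2 and control 1, against 0.00959 with control 1. Without adjustment for ChIP reads, 5.25% of the regions without control 2 reads were at or under 0.05 in replicate 2, against 7.09% of those with some. At equal ChIP 2 reads, however, the median replicate 2 value was higher where control 2 had reads in 275 of 275 groups (100%), whereas in regions without control 2 reads it was higher with more control 1 reads in 78 of 255 groups. The replicate 2 value thus followed control 2 and not control 1, as is consistent with a value computed against control 2. How much of the low number this accounts for was not tested. No biological explanation was tested.

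The motif share in regions above flanks was weighed against base composition and against called regions inside the flanks. Against dinucleotide-shuffled copies the odds ratio was 3.10, and against flanks that overlap no called region 5.05, so neither explanation removed it.

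Regions of at least 3-fold enrichment without VGAATAW were searched for other sequences. Of 2079 hexamers, the 10 most enriched over motif-free flanks in 870 regions on chromosomes 1, 3 and 5 were tested in 389 regions on chromosomes 2 and 4. There, 10 of 10 were enriched over flanks and 8 over dinucleotide-shuffled copies, so base composition did not account for most of them. GGACCA was found in 28.3% of regions against 11.0% of flanks (odds ratio 3.20, Fisher's exact test, Bonferroni-adjusted p = 4.36e-10). Among regions on chromosomes 2 and 4, it was more frequent without VGAATAW than with it (28.3% against 20.4%, odds ratio 1.54, Fisher's exact test, p = 0.00235). Of its 132 sites, 88 (66.7%) lay closer to the region's midpoint than to either end (exact binomial p = 1.60e-04). A sequence such as GGACCA may mark another protein bound at these regions, a hypothesis that these data cannot test further.

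Genes assigned to 3 or more regions of at least 3-fold enrichment numbered 665. Random draws of as many called regions gave a mean of 233.2 and a highest value of 288, and 0 of 1000 draws reached the observed number (n = 4166 regions, p = 0.002, the smallest they can give), so the density of called regions accounted for part of it at most. RAV1 and its neighbour GATL3 had the most, with 9 regions each, and were named after their values were seen.

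The region ranked first in the authors' deposited table lay between AT1G25550 and TEM1 on chromosome 1 from 8978332 to 8978884. Its mean ratio was 13.3 ± 5.90 (SD, n = 2), it held 4 VGAATAW sites, and it is not listed in Dataset S1. Of the other regions ranked in the first 5, those at 10712778 on chromosome 4 and 19225692 on chromosome 1 are not listed either.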
